# Chemoattraction of macrophages by secretory molecules derived from cells expressing the signal peptide of eosinophil cationic protein

**DOI:** 10.1186/1752-0509-6-105

**Published:** 2012-08-20

**Authors:** Yu-Shu Liu, Pei-Wen Tsai, Yong Wang, Tan-chi Fan, Chia-Hung Hsieh, Margaret Dah-Tsyr Chang, Tun-Wen Pai, Chien-Fu Huang, Chung-Yu Lan, Hao-Teng Chang

**Keywords:** Eosinophil cationic protein (ECP), Signal peptide, Inflammation, Functional linkage network, Cell migration

## Abstract

**Background:**

Eosinophil cationic protein is a clinical asthma biomarker that would be released into blood, especially gathered in bronchia. The signal peptide of eosinophil cationic protein (ECPsp) plays an important role in translocating ECP to the extracellular space. We previously reported that ECPsp inhibits microbial growth and regulates the expression of mammalian genes encoding tumor growth factor-α (TGF-α) and epidermal growth factor receptor (EGFR).

**Results:**

In the present study, we first generated a DNA microarray dataset, which showed that ECPsp upregulated proinflammatory molecules, including chemokines, interferon-induced molecules, and Toll-like receptors. The levels of mRNAs encoding CCL5, CXCL10, CXCL11, CXCL16, STAT1, and STAT2 were increased in the presence of ECPsp by 2.07-, 4.21-, 7.52-, 2.6-, 3.58-, and 1.67-fold, respectively. We then constructed a functional linkage network by integrating the microarray dataset with the pathway database of Kyoto Encyclopedia of Genes and Genomes (KEGG). Follow-up analysis revealed that STAT1 and STAT2, important transcriptional factors that regulate cytokine expression and release, served as hubs to connect the pathways of cytokine stimulation (TGF-α and EGFR pathways) and inflammatory responses. Furthermore, integrating TGF-α and EGFR with the functional linkage network indicated that STAT1 and STAT2 served as hubs that connect two functional clusters, including (1) cell proliferation and survival, and (2) inflammation. Finally, we found that conditioned medium in which cells that express ECPsp had been cultured could chemoattract macrophages. Experimentally, we also demonstrated that the migration of macrophage could be inhibited by the individual treatment of siRNAs of STAT1 or STAT2. Therefore, we hypothesize that ECPsp may function as a regulator for enhancing the migration of macrophages through the upregualtion of the transcriptional factors STAT1 and STAT2.

**Conclusion:**

The increased expression and release of various cytokines triggered by ECPsp may attract macrophages to bronchia to purge damaged cells. Our approach, involving experimental and computational systems biology, predicts pathways and potential biological functions for further characterization of this novel function of ECPsp under inflammatory conditions.

## Background

Human eosinophil cationic protein (ECP) is an important molecule related to diseases such as asthma and inflammation. It is secreted by activated eosinophils and serves as one of the major components of eosinophil granule proteins [1]. Structurally, ECP contains three α-helices, five β-strands, and eight loops [2], with a molecular mass of 16–22 kDa, depending on the extent of post-translational modification [3,4]. Also called ribonuclease 3 (RNase3), ECP belongs to the human RNaseA superfamily, members of which have very low ribonucleolytic activity but high cytotoxic activity [5]. Members of the RNaseA superfamily are defined by their similar sequences and structures, and their ribonucleolytic activity regulates gene expression at the mRNA level [6]. To date, 13 human protein sequences have been found to be similar to bovine pancreatic RNaseA [7-10]. The 19 arginine and 2 lysine residues in the primary sequence of ECP account for its high isoelectric point (pI = 10.8) [11,12]. The highly positive charge carried by ECP contributes to its cytotoxic activity, as it facilitates interaction between ECP and negatively charged molecules, such as heparin sulfate and cell membrane lipids [11,13].

Through its interaction with carbonhydrate on cell surface, ECP translocates into cells by endocytosis and causes cell damage [13]. This may contribute to airway inflammation during asthma and to damage of the intestinal mucosa in Crohn’s disease [14-16]. The role of ECP in responding to pathogen infection by contributing to innate immune defenses through the removal of invading microorganisms is well documented. The protein is also cytotoxic to parasites, bacteria, viruses, helminths, and mammalian cells [15,17-19]. Therefore, ECP has been categorized as an antimicrobial peptide (AMP). The mechanism of ECP-triggered cell damage is suggested to involve destabilization of cell membrane lipids through pore formation, causing changes in membrane permeability and membrane leakage [5,12,20].

Human ECP possesses a 27-amino-acid signal peptide that is cleaved from the rest of the protein by a signal peptidase (SP) in the endoplasmic reticulum (ER). The signal peptide of ECP (ECPsp), which comprises a short, positively charged N-terminal region, a central hydrophobic region, and a polar C-terminal region, leads to the secretion of ECP into the extracellular space. The cytotoxicity of ECPsp inhibits the growth of lower organisms, such as *Escherichia coli* and *Pichia pastoris*, but not that of mammalian cells [21]. This growth inhibition results from the suppression of *de novo* protein synthesis. Cell growth is restored when signal peptide peptidase (SPP) and ECPsp are co-expressed in *P. pastoris*[21]. Cleavage of ECPsp into the ECPsp-1-17 and ECPsp-18-27 fragments by SPP eliminates the cytotoxicity, thus preventing damage to mammalian cells. Furthermore, knockdown of the SPP mRNA level in mammalian cells restored the inhibitory effect of ECPsp on cell proliferation [21].

Moreover, in 2007 we reported ECPsp-1-17 enhances the expression of tumor growth factor-alpha (TGF-α) and epidermal growth factor receptor (EGFR) at both the mRNA and protein levels in A431 and HL-60 cell lines [22]. Therefore, ECPsp may possess dual functions involving both protein secretion and the regulation of gene expression. In this study, we use a systems biology approach to further characterize the biological function(s) of ECPsp. In particular, we used DNA microarray analysis to investigate the ECPsp-triggered gene expression and to characterize the genome-wide interactome of ECPsp. By combining these two datasets, we explored the integrated network from STRING 9.0 and KEGG to identify potential pathways and functional clusters to profile ECPsp-induced gene expression. Finally, we used a cell migration assay to demonstrate the novel functions of ECPsp that were discovered using the systems biology approaches.

## Results

### Inflammatory molecules upregulated by ECPsp are central in the functional linkage network

To understand the gene expression profile triggered by ECPsp, we used DNA microarray technology to analyze the transcriptome. 

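BEAS-2B, an established line of human bronchial epithelial cells, received 3 μg of a plasmid for eGFP alone or for ECPsp fused to eGFP, and total RNA was taken after 48 h. The data comprise 2 RNA samples of eGFP cells and 2 of ECPsp-eGFP cells, each hybridized to 2 arrays, 8 arrays in all. The labels call the 2 RNA samples of a group biological repeats, while the text of the paper speaks of duplication and technical replicates, so p-values measure the spread between these samples, which may be technical. According to the methods, Cy5-labelled RNA was hybridized to the Human Whole Genome OneArray v5, and spots were filtered by flags and scaled to the median. The labels describe a radioactive label and tissue sections instead, and the methods were followed here. The deposited values are linear intensities of 29187 probes on every array, from -18 to 65465, so a background appears to have been subtracted, and the medians of the 8 arrays differ. Each array was therefore scaled to one median, by factors of 0.879 to 1.18, values under 1 were set to 1 and log2 was taken. Between 640 and 1045 probes per array, 2.19% to 3.58%, lay at or below 0, and 12 to 20 lay above 65000, near the limit of the scanner. The linear intensities of the 2 arrays of an RNA sample had a Pearson correlation of 0.979 to 0.996 across probes, which are not independent replicates, while 35 to 58 probes above 100 per sample differed more than 8-fold between these arrays. Arrays of different RNA samples ran from 0.960 (eGFP sample 1 with ECPsp-eGFP sample 1) to 0.991 (eGFP sample 2 with ECPsp-eGFP sample 2), so the 2 ranges overlapped. The 2 arrays of a sample were averaged and counted as 1 sample, and the groups were compared with limma, with Benjamini-Hochberg adjustment over all probes. The number of arrays limits the precision. A symbol was known for 25354 probes, and the brightest probe stands for a gene with several.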

All microarray analyses were conducted by Phalanx Biotech (Taiwan). Each total RNA, derived from the cells transfected with control plasmids or plasmids containing ECPsp, was duplicated on the array. We performed two technical replicates of all experiments to confirm the data and account for experimental variations. 

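XAF1, an interferon-induced proapoptotic gene, had an intensity of 1423 ± 299 (SD, n = 2 RNA samples) in ECPsp-eGFP cells and 296 ± 222 (SD, n = 2) in eGFP cells, a log2 fold change of 2.49 (standard error 0.66). IDO1, which degrades tryptophan, had 354 ± 19.3 (SD, n = 2) against 74.1 ± 52.5 (SD, n = 2), and HSH2D, an adaptor protein, 124 ± 23.7 (SD, n = 2) against 28.8 ± 21.4 (SD, n = 2). Relative to eGFP sample 1 the fold was 10.1 for XAF1, 9.58 for IDO1 and 8.95 for HSH2D, and relative to eGFP sample 2 it was 3.11, 3.18 and 2.79. At the thresholds of the methods, a log2 ratio of at least 1 and an unadjusted p under 0.05, 359 genes were higher and 333 were lower in ECPsp-eGFP cells. Of the genes of Table 1, 88 had a named probe. The brightest probe of each of the 88 was higher in ECPsp-eGFP cells, and 67 passed both thresholds with at least 1 probe, but Table 1 was chosen on these samples, so this is not independent evidence of direction. After Benjamini-Hochberg adjustment no probe passed 0.05 in limma (smallest adjusted p = 0.265), while 1143 probes were higher and 1114 lower at an unadjusted p under 0.05, where 1459 are expected by chance in both directions together. Without eGFP sample 1, eGFP sample 2, ECPsp-eGFP sample 1 and ECPsp-eGFP sample 2 in turn, the genes higher numbered 550, 801, 399 and 416, those lower 381, 526, 689 and 603, and those of Table 1 41, 85, 18 and 29. In these fits the spread comes from the group with 2 samples alone, so the counts also depend on how alike those 2 are. With 50 added to each value before log2, 116 genes were higher and 7 lower. Among genes whose arrays all differed one way and all lay above 1 after scaling, the largest rise was that of ZSCAN30, a zinc finger gene, at 13.5-fold. But its 2 arrays of eGFP sample 1 read 112 and 7.40. MAK, a kinase of the male germ line, was 5.85-fold higher at a mean of 26.3. XAF1, IDO1 and HSH2D missed the thresholds without ECPsp-eGFP sample 1 (log2 fold changes 2.27, 2.52 and 2.12, with an unadjusted p above 0.05) and without ECPsp-eGFP sample 2 (2.70, 2.41 and 2.52), where ZSCAN30 did too (3.61). Of the 15 largest falls among such genes ASNS was bright, and AWAT1, DSC3, INE1, CD28, DDX25, CHRNA9, TLL2, ANKRD66, POU2AF2, RPS6KA2, ZNF329, CAMKK1, G6PC1 and KRTAP4-7 had means of 66.3 or less in both groups; ASNS, RPS6KA2, ZNF329 and KRTAP4-7 alone stayed at the thresholds with each sample left out.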

According to the gene expression data, 93 genes were upregulated by more than twofold with a statistics *p* value less than 0.05 in ECPsp-expressing cells relative to controls (Table 1). The 93 genes were submitted to the functional linkage network obtained from the STRING 9.0 database, and a network was generated by choosing the default setting (Figure 1).

**Table 1:** Genes induced by ECPsp more than twofold relative to the control

**Gene Symbol**	**Fold**	***p-value***	**Gene symbol**	**Fold**	***p-value***
IFI44L	5.627	6.13E-04	FZD4	2.470	4.53E-06
CMPK2	5.477	5.24E-07	SULF1	2.455	8.71E-03
RSAD2	5.401	2.36E-06	TNFRSF8	2.452	4.53E-04
CXCL11	5.269	1.02E-04	IFIT5	2.439	3.46E-04
CCL5	4.823	6.01E-05	IFI30	2.431	3.64E-03
ANGPT1	4.542	1.11E-05	EGR1	2.423	6.42E-05
TNFSF10	4.531	2.63E-04	IFI35	2.413	1.26E-03
SAMD9L	4.208	6.56E-08	VCAM1	2.412	8.27E-04
IFIH1	4.199	3.38E-08	GBP1	2.397	4.11E-10
ISG20	4.169	1.14E-04	FGF2	2.385	2.62E-15
IDO1	3.956	1.50E-04	IFI16	2.360	4.28E-06
OAS1	3.919	2.71E-03	STAT1	2.350	2.85E-06
TLR3	3.908	2.72E-07	PLSCR1	2.331	4.79E-05
MX2	3.860	5.31E-04	IRF7	2.305	3.98E-03
CXCL10	3.827	6.56E-10	CD7	2.304	2.87E-04
HERC5	3.783	2.17E-07	IFI27	2.285	3.08E-02
RASGRP3	3.745	2.65E-05	DHX58	2.276	5.73E-04
OAS2	3.695	1.56E-04	PLCG2	2.251	6.55E-07
DDX58	3.596	5.24E-09	UBE2L6	2.248	8.97E-04
XAF1	3.522	1.65E-04	IFI6	2.243	3.62E-02
IFIT2	3.496	2.09E-09	BST2	2.222	2.91E-02
GPR109B	3.435	6.36E-05	NCF2	2.216	1.03E-13
LAMP3	3.295	3.38E-04	ZC3HAV1	2.210	4.61E-06
GBP4	3.194	1.68E-07	PLCB4	2.204	3.35E-10
OASL	3.074	1.79E-05	EDN1	2.204	4.94E-02
HERC6	3.027	8.91E-06	C1R	2.203	4.43E-02
TRIM22	2.961	6.67E-08	COL1A2	2.193	3.44E-03
USP18	2.952	8.08E-04	SP100	2.185	3.74E-08
SP110	2.941	1.82E-06	PARP12	2.185	3.27E-05
MX1	2.891	9.80E-04	GRB10	2.177	5.06E-10
IFI44	2.863	8.60E-08	TLR2	2.163	1.86E-03
PARP9	2.859	8.82E-03	ISG15	2.148	4.58E-04
IFIT1	2.843	1.36E-04	DTX3L	2.134	3.69E-06
IFIT3	2.819	1.91E-04	IFNB1	2.122	4.83E-05
OLR1	2.811	8.00E-05	UBA7	2.116	1.62E-02
TMEM140	2.802	2.26E-04	TYMP	2.105	2.76E-02
HSH2D	2.786	1.43E-02	NT5C3	2.097	2.00E-05
TRANK1	2.759	5.27E-04	GMPR	2.080	1.90E-04
PARP14	2.741	3.27E-07	OAS3	2.069	6.65E-04
STAT2	2.687	2.46E-05	AIM2	2.060	2.46E-07
CASP1	2.678	2.02E-03	CXCL16	2.046	9.54E-04
IFITM1	2.660	4.49E-03	PRSS23	2.028	6.38E-12
CEACAM1	2.612	4.38E-05	TRIM5	2.010	1.12E-03
NEDD9	2.529	1.75E-03	STON2	2.009	1.13E-02
RARRES3	2.520	4.00E-08	C4A	2.006	3.18E-02
EPSTI1	2.484	3.17E-03	C4B	2.006	3.18E-02
CFB	2.470	2.39E-02			

**Figure 1:**
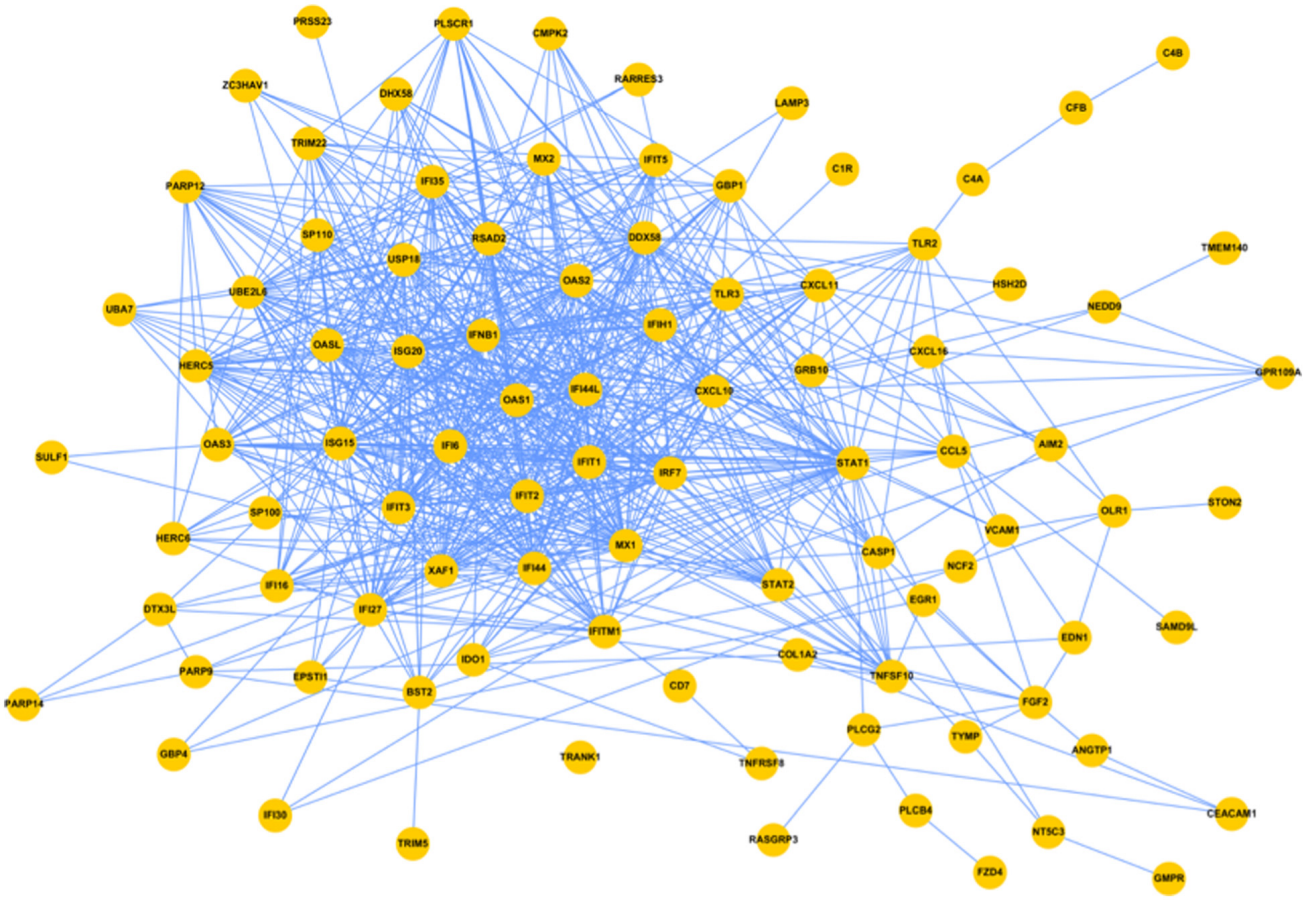
**Functional linkage network of ECPsp-induced genes.** The nodes in the network are the ECPsp-induced genes for which their expression in ECPsp-eGFP/BEAS-2B cells was at least twofold that in the control eGFP/BEAS-2B (also see Table 1). The edges in the network are modified from STRING.

Within this sub-network, a clearly evident area of dense interconnections contains nodes that are related to inflammatory responses. These include chemokines, interferon-induced/related molecules, and inflammatory receptors, such as Toll-like receptors. The focused area thus reveals that ECPsp may induce the expression of genes that encode proinflammatory molecules for triggering inflammatory pathways. This discovery is crucial to understanding the biological function of ECPsp. 

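Of 92 interferon-stimulated genes measured, 91 had a positive log2 fold change in ECPsp-eGFP cells, with a median of 1.33 (adjusted p = 1.55e-34 from limma's camera with a preset correlation, adjusted p = 0.661 with an estimated correlation). With 2 samples against 2, camera with an estimated correlation can hardly give a call for any list. At the thresholds of the methods 48 of the 92 genes were higher and none was lower. None passed an adjusted p under 0.05, over all probes or adjusted over the list alone. With the replicate number as a block the 48 became 28. With a sample left out the list median was 0.77 (eGFP sample 1), 1.86 (eGFP sample 2), 1.21 (ECPsp-eGFP sample 1) and 1.43 (ECPsp-eGFP sample 2). Calls in such fits take their spread from the group with 2 samples alone, so they also depend on how alike those 2 are. The list shares 52 genes with Table 1, which was chosen on these samples, and its other members had a median of 0.85. Among genes that sense foreign nucleic acids and start interferon production, 6 of 29 were higher at those thresholds and none lower (median 0.28, adjusted p = 0.00183 from camera, adjusted p = 0.661 with an estimated correlation), and none passed when adjusted over the list alone. Their median was 0.31 higher in eGFP sample 2 than in eGFP sample 1. ECPsp-eGFP cells lay 0.42 above eGFP sample 1 and 0.14 above eGFP sample 2, and the 22 members outside Table 1 had a median of 0.11. RIGI (DDX58) and IFIH1 stayed at the thresholds with each sample left out, and the 6 became 9 without eGFP sample 2, 3 (with TLR3) without eGFP sample 1 and 2 without ECPsp-eGFP sample 1, where TICAM1 was lower. RIGI, an RNA sensor, had an intensity of 1855 ± 208 (SD, n = 2) against 493 ± 232 (SD, n = 2) in eGFP cells, 5.61-fold above eGFP sample 1 and 2.81-fold above eGFP sample 2. TLR3, the receptor for double-stranded RNA, had a log2 fold change of 2.16 (standard error 0.48; 1.56 without eGFP sample 1 and 2.76 without eGFP sample 2) and TLR2, which recognizes bacterial lipoproteins, one of 1.04 (standard error 0.26). Both were at the thresholds, but TLR3 not without ECPsp-eGFP sample 1 (1.99, with an unadjusted p above 0.05) and TLR2 not without eGFP sample 1 (0.73) or without either ECPsp-eGFP sample (1.04 and 1.04). By its brightest probe no other of the 10 Toll-like receptors was at the thresholds, while a dimmer probe of TLR7, named after its values were seen, was lower there (-1.46 on the log2 scale, with 2 arrays of eGFP sample 2 at 157.6 and 8.80). The list had a median of 0.17 (adjusted p = 0.225 from camera, adjusted p = 0.680 with an estimated correlation, adjusted p = 0.0289 without the dimmer 50% of probes at the preset one), and none of the 10 passed when adjusted over the list alone. The interferon-stimulated genes also differed within the control group: their median was 0.96 higher in eGFP sample 2 than in eGFP sample 1 on the log2 scale, and the ECPsp-eGFP samples lay 1.86 above eGFP sample 1 and 0.77 above eGFP sample 2. From the dense interconnections among chemokines, interferon-related molecules and inflammatory receptors, the paper proposes that ECPsp induces genes for proinflammatory molecules.

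**Figure D1:**
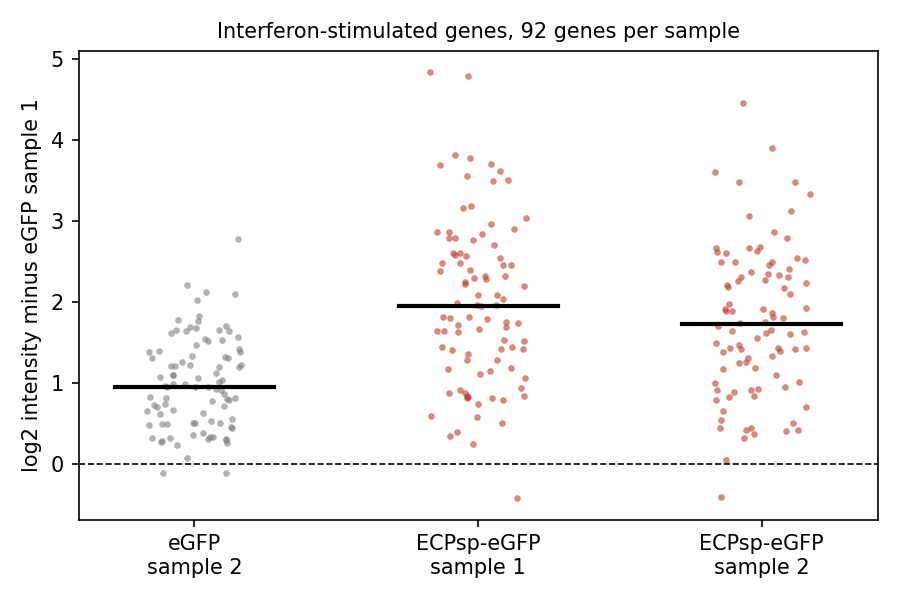
Log2 intensity of the 92 interferon-stimulated genes minus that of the same gene in eGFP sample 1, shown for eGFP sample 2 and for both ECPsp-eGFP samples. Each point is a gene, the bars are medians (0.96, 1.96 and 1.72 from left to right) and the dashed line marks no difference from eGFP sample 1.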

The function of ECPsp as a conventional signal peptide for the secretion of mature ECP is well documented [23]. We used differential display technique and real-time RT-PCR to demonstrate that ECPsp induces TGF-α and EGFR overexpression [22]. Another study indicated that ECPsp is cytotoxic to bacteria and yeast, but not to mammalian cells [21]. These findings demonstrated that ECPsp regulates gene expression in addition to executing its conventional function, protein secretion.

Patients with asthma usually experience severe inflammation in the respiratory tract. The activated eosinophils that gather in the airways release mature ECP, which in turn damages bronchial epithelial cells. At the same time, it is possible that ECPsp might induce and release cytokines and chemokines to attract immune cells, such as T cells, NK cells, eosinophils and macrophages.

To explain the ontology of the functional network, Network Ontology Analysis (NOA) which applied the categories of Gene Ontology to network analysis [24] would be employed. In the NOA results, the category ‘biological process’ is related to inflammation that is involved in the immune response, including viral infection and biotic stimulation. The ‘cellular component’ is consistent with the extracellular release of cytokines, chemokines, and interferons. Finally, the ‘molecular function’ is related to the production of chemokines and cytokines and activation of the JAK/STAT (signal transducers and activators of transcription) signaling pathway, which is involved in interferon signaling and chemokine production (Table 2) [25]. To confirm the upregulation of molecules related to chemokine and JAK/STAT signaling, the mRNA levels of CCL5, CXCL10, CXCL11, CXCL16, STAT1, and STAT2 were measured by semi-quantitative RT-PCR. Indeed, levels of mRNAs encoding CCL5, CXCL10, CXCL11, CXCL16, STAT1, and STAT2 were upregulated 2.07-, 4.21-, 7.52-, 2.6-, 3.58-, and 1.67-fold, respectively, in cells that expressed ECPsp-eGFP as compared with cells that expressed eGFP only (Figure 2). 

**Table 2:** The top four functional linkage networks identified by NOA

**Gene ontology**	**GO: Term**	***p*-value**	**Term name**
Biological process	GO:0009615	2.1E-24	response to virus
	GO:0009607	1.3E-20	response to biotic stimulus
	GO:0051707	9.7E-20	response to other organism
	GO:0002376	4.3E-19	immune system process
Cellular component	GO:0005615	1.8E-6	extracellular space
	GO:0005737	9.7E-6	cytoplasm
	GO:0044421	1.0E-4	extracellular region part
	GO:0005576	0.0023	extracellular region
Molecular function	GO:0005062	3.0E-6	hematopoietin/interferon-class (D200-domain) cytokine receptor signal transducer activity
	GO:0016763	4.9E-6	transferase activity, transferring pentosyl groups
	GO:0003950	1.1E-5	NAD^+^ ADP-ribosyltransferase activity
	GO:0008009	1.2E-4	chemokine activity

**Figure 2:**
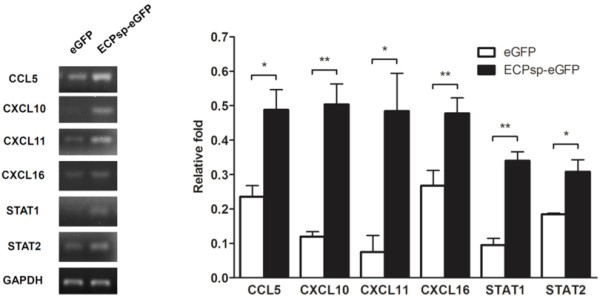
**Upregulation of proinflammatory molecules in BEAS-2B cells.** The levels of mRNAs that encode CCL5, CXCL10, CXCL11, CXCL16, STAT1, and STAT2 were monitored using semi-quantitative RT-PCR. A gel showing the results from one representative experiment is shown on the left. The relative level was determined by normalization against the level of mRNA encoding GAPDH, using IMageJ software. The average, with standard deviation, was derived from three independent experiments. * *p* <0.05; ** *p* <0.01.

### Integrating insights into ECPsp-mediated gene induction with knowledge of TGF-α/EGFR signaling

We previously demonstrated that ECPsp induced TGF-α and EGFR expression at the mRNA and protein levels in A431 cells [22]. The growth factor TGF-α is one of the ligands that stimulates EGFR phosphorylation and triggers the signaling pathways downstream of this event. Since the analysis of the KEGG database revealed that the STAT pathway is triggered by TGF-α *via* EGFR, resulting in cell proliferation, cell survival, migration and invasion, and the STATs could be activated by chemokines and chemokine receptors and then drive the expression of cytokine-encoding genes, we hypothesized that STATs may serve as key transcriptional regulators in the inflammatory response triggered by ECPsp. Thus, incorporation of TGF-α, EGFR, and the ECPsp-induced genes may enable the discovery of new regulatory networks initiated by ECPsp. To reduce the complexity of this analysis, the area of dense interconnections in Figure 1 was extracted and combined with TGF-α and EGFR signaling pathway components.

The area of dense interconnections was determined manually, which was enlarged and extracted from a seed of IFNB1 to the borders of a proinflammatory molecule and a non-proinflammatory molecule. There are 40 nodes in the area of dense interconnections. After their incorporation, the resulting network showed that the TGF-α/EGFR pathway connected with inflammatory molecules *via* STAT1 and STAT2, important transcriptional factors that regulate cytokine expression and release (Figure 3) [26]. Therefore, ECPsp may initiate alternative inflammatory responses in cells when ECP is expressed simultaneously at asthma/inflammatiory condition. In addition, within these 41 nodes, 9 (CEACAM1, PLCG2, EGR1, GRB10, CASP1, FGF2, ANGPT1, and TNFSF10) were not related with inflammatory responses. However within the 9 nodes, 7 (CEACAM1, PLCG2, EGR1, GRB10, CASP1, FGF2, ANGPT1) were located within the TGF-α/EGFR pathway network and these nodes functioned as cell proliferation, angiogenesis, and apoptosis, corresponding to the proposed functions of this subnetwork. 

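FGF2, a fibroblast growth factor, had an intensity of 6988 ± 1084 (SD, n = 2) in ECPsp-eGFP cells and 2830.4 ± 51.3 (SD, n = 2) in eGFP cells, a log2 fold change of 1.30 (standard error 0.17, adjusted p = 0.605 from limma). CEACAM1, an adhesion molecule, was 2.74-fold higher at the thresholds of the methods, and EGR1, an immediate early transcription factor, 2.68-fold. PLCG2, a phospholipase, was 2.38-fold and GRB10, an adaptor of receptor tyrosine kinases, 2.27-fold higher at these thresholds. CEACAM1 missed them without eGFP sample 1 (1.09 on the log2 scale) and without ECPsp-eGFP sample 1 (1.18), with an unadjusted p above 0.05. CASP1, the inflammasome caspase, had 886 ± 187 (SD, n = 2) against 322 ± 232 (SD, n = 2) and an unadjusted p above 0.05; it was 5.55-fold above eGFP sample 1 and 1.80-fold above eGFP sample 2, and passed without the latter. ANGPT1, a ligand of the endothelial receptor TIE2, had 64.5 ± 23.4 (SD, n = 2) against 48.5 ± 13.9 (SD, n = 2), a difference within the spread of the samples, and the 2 arrays of ECPsp-eGFP sample 2 read 299.5 and 21.9. Of 33 genes of TGF-alpha/EGFR signaling measured, EGR1, PLCG2 and GRB10 were higher at the thresholds and none was lower (median 0.05, adjusted p = 0.512 from camera). Of 27 genes of angiogenesis and growth factors, FGF2 and ANGPT2 were higher and none lower (median 0.06, adjusted p = 0.0840 from camera); ANGPT2 had sample means of 20.2 or less, and its dimmer probe gave a log2 fold change of -1.41. The adjusted p of this list from camera was 0.0128 without ECPsp-eGFP sample 2, 0.0418 with 50 added to each value, 0.0266 with an intensity trend and 0.0292 with the 8 arrays as samples or with the RNA sample as random block, all at the preset correlation, and 0.661 over all samples with an estimated one. FGF2 and ANGPT2 stayed at the thresholds with each sample left out, while EGR1, PLCG2 and GRB10 missed them without eGFP sample 1 (log2 fold changes 0.97, 0.94 and 0.90) and without ECPsp-eGFP sample 2 (1.62, 1.08 and 1.12, with an unadjusted p above 0.05), as did EGR1 without ECPsp-eGFP sample 1 (1.22); BTC and BMP4 without eGFP sample 2, EREG without ECPsp-eGFP sample 1 and FGF1 without eGFP sample 1 or ECPsp-eGFP sample 2 passed them, named after their values were seen. No member of either list passed when adjusted over the list alone.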

The other two nodes, TNFSF10 and DDX58, were not proinflammatory molecule within the proinflammation network composed with 34 genes. Thus we concluded that within the proinflammation network, 94.12% (32/34) of nodes were inflammation-related ones. 

**Figure 3:**
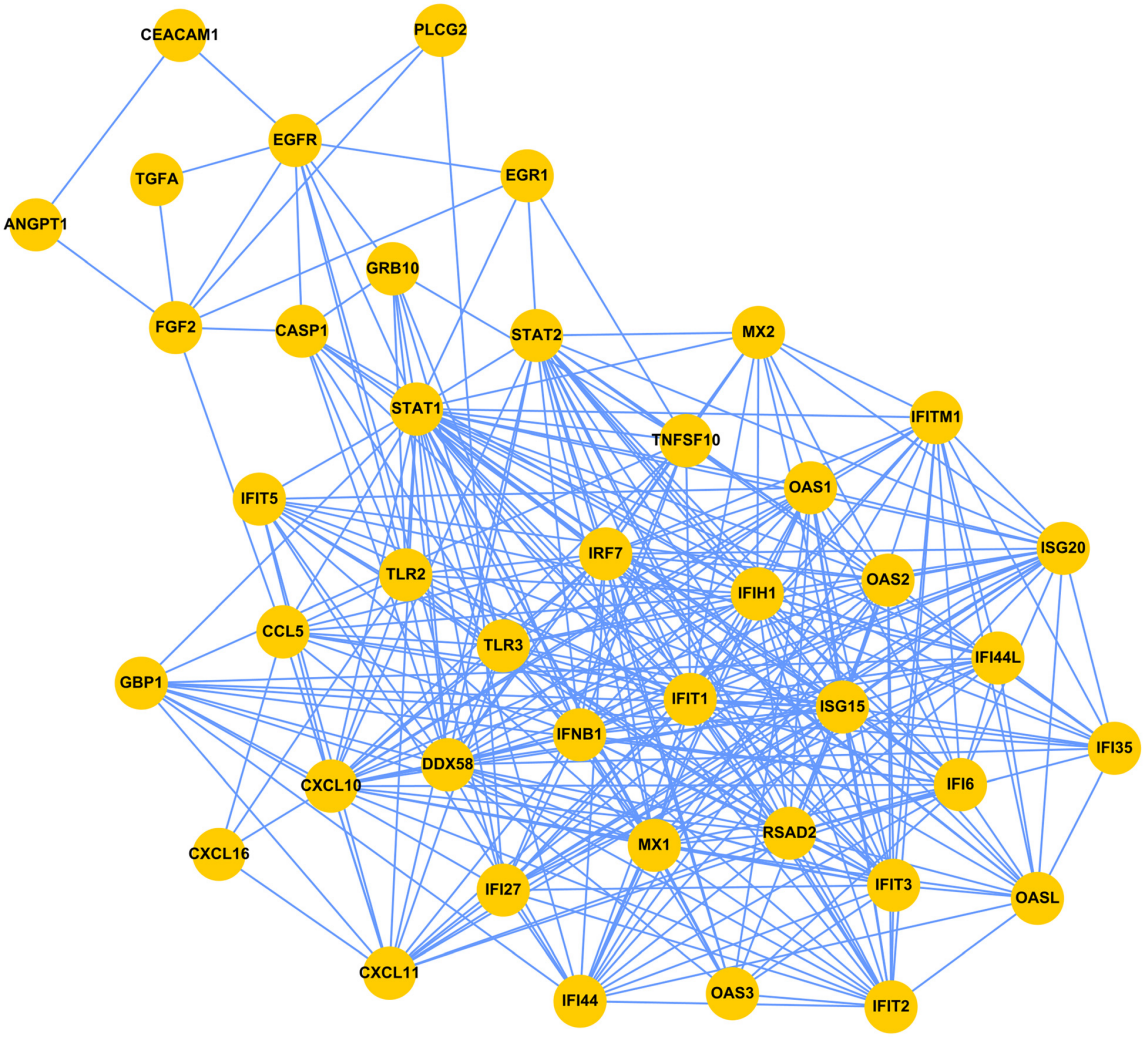
**Proposed functional network combining features of the focused ECPsp network with TGF-αand EGFR signaling components.** To connect the data obtained using gene expression profiling with additional experimental data, we selected molecules from the area of dense interconnections in Figure 1 and incorporated these with known features of TGF-α and EGFR signaling.

Since it is hypothesized that STAT1 and STAT2 might serve as key regulators between the subnetworks in BEAS-2B cells, we also investigated the mRNA and protein levels of STAT1 and STAT2 in A431 cells in which the TGF-α and EGFR are upregulated by ECPsp. If the STAT1 and STAT2 also upregulated by ECPsp, it is confident to merge the TGF-α/EGFR signaling network and the proinflammatory network. As shown in Additional file 1: Figure S1, the levels of mRNAs of STAT1 and STAT2 were increased in the presence of ECPsp by 1.67- and 1.57-fold, respectively, as well as the protein level by 1.54- and 2.72- fold, respectively. These results indicated that STATs might serve as real hubs to connect two subnetworks and regulate the gene expression induced by ECPsp.

### STAT1 and STAT2 serve as hubs that connects TGF-α pathways and cytokine/chemokine production

To obtain a high-confidence network, we further studied the molecules that were induced by ECPsp by more than fourfold. 

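RSAD2 (viperin), an antiviral enzyme, had an intensity of 389 ± 92.2 (SD, n = 2) in ECPsp-eGFP cells and 50.0 ± 25.2 (SD, n = 2) in eGFP cells, 8.22-fold. CMPK2, a mitochondrial nucleotide kinase, was 7.18-fold and TNFSF10 (TRAIL), a death ligand, 6.49-fold higher at the thresholds of the methods. ISG20, an exonuclease, was 5.35-fold and SAMD9L, an interferon-induced gene, 4.85-fold higher. Of the 10 genes above 4-fold in Table 1, all but ANGPT1 were above 4-fold here, but they were chosen for their fold on these samples. The adjusted p of the other 9 ran from 0.605 to 0.641 in limma, and an exact permutation test of 2 samples against 2, two-sided, cannot give a p below 0.333. Against eGFP sample 2 alone the fold was 5.66 for RSAD2, 4.17 for CMPK2, 3.02 for TNFSF10, 3.02 for ISG20 and 3.41 for SAMD9L. RSAD2 and SAMD9L stayed at the thresholds with each sample left out, while CMPK2, TNFSF10 and ISG20 missed them without ECPsp-eGFP sample 1 (log2 fold changes 2.70, 2.80 and 2.04, with an unadjusted p above 0.05) and TNFSF10 and ISG20 without ECPsp-eGFP sample 2 (2.60 and 2.80).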

The underlying functional linkage network is shown in Figure 4. The functional linkage network was combined with the current knowledge of TGF-α, EGFR, and STAT1/2 signaling. As shown in Figure 4, STAT1 and STAT2 still serve as hubs that connect two functional clusters. 

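IFI44L, an interferon-induced gene, had an intensity of 11124 ± 2061 (SD, n = 2) in ECPsp-eGFP cells, 439.7 in eGFP sample 1 and 3024 in eGFP sample 2. Over both controls the log2 fold change was 3.26 (standard error 1.04, adjusted p = 0.641 from limma), and its dimmer probe gave 1.72. The ECPsp-eGFP samples lay 25.1-fold above eGFP sample 1 and 3.65-fold above eGFP sample 2 for IFI44L, which missed the thresholds of the methods without ECPsp-eGFP sample 1 (3.07) and without ECPsp-eGFP sample 2 (3.45), with an unadjusted p above 0.05. IFIH1 (MDA5), a sensor of double-stranded RNA, had an intensity of 1834 ± 295 (SD, n = 2) against 405 ± 203 (SD, n = 2), a log2 fold change of 2.27 (standard error 0.43, adjusted p = 0.605 from limma), 6.96-fold above eGFP sample 1 and 3.32-fold above eGFP sample 2.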

One cluster contains interferon-inducing factors and chemokines, such as IFI44L, IFIH1, CCL5, and CXCL11. 

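TGFA, a ligand of the epidermal growth factor receptor, had an intensity of 131 ± 8.84 (SD, n = 2) in ECPsp-eGFP cells and 122 ± 5.82 (SD, n = 2) in eGFP cells, a log2 fold change of 0.10 (standard error 0.14, adjusted p = 0.848 from limma). EGFR had 552 ± 10.7 (SD, n = 2) against 493 ± 18.6 (SD, n = 2), a log2 fold change of 0.16 (standard error 0.13, adjusted p = 0.741 from limma), and its 3 probes ran from -0.14 to 0.16. The samples overlapped for TGFA, and for EGFR only the single arrays did. Of 40 genes of the cell cycle and proliferation none was at the thresholds of the methods or passed when adjusted over the list alone; 13 were positive (median -0.10, adjusted p = 0.282 from camera). CDC20, an activator of the anaphase-promoting complex, had a log2 fold change of -0.41 (standard error 0.17) and CCNE1, cyclin E1, one of -0.36 (standard error 0.18).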

Another cluster comprises molecules related to cell growth and proliferation, such as TGF-α and EGFR. This network provides potentially valuable avenues for future research concerning the novel functions of ECPsp.

**Figure 4:**
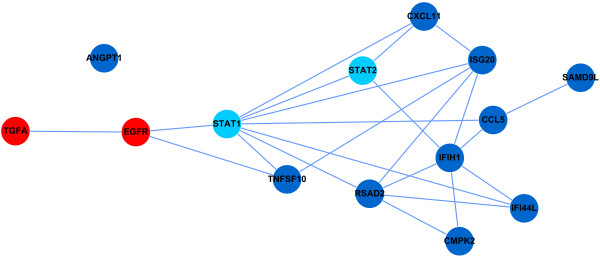
**STAT1 interconnects genes with high expression levels, TGF-αand EGFR.** Genes with a greater than fourfold increase in expression in the presence of ECPsp are indicated by dark blue circles, whereas STAT1/2 are indicated by light blue circles, and TGF-α and EGFR are indicated by red circles.

### Medium conditioned by ECPsp-expressing cells causes migration of RAW 264.7 cells

Our observation that the expression of genes encoding the chemokines CCL5, CXCL10, CXCL11, and CXCL16 is induced by ECPsp suggests that cells expressing ECPsp may induce chemoattraction. Among these four chemokines, some may be responsible for novel biological functions of ECPsp. 

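CCL5 (RANTES) had an intensity of 16955 ± 1775 (SD, n = 2) in ECPsp-eGFP cells and 3247 ± 2765 (SD, n = 2) in eGFP cells, a log2 fold change of 2.71 (standard error 0.76). CXCL10 had 343 ± 33.7 (SD, n = 2) against 58.8 ± 43.0 (SD, n = 2), a log2 fold change of 2.76 (standard error 0.63). CXCL11, another ligand of CXCR3, had 625 ± 342 (SD, n = 2) against 66.0 ± 48.9 (SD, n = 2), a log2 fold change of 3.36 (standard error 0.77). CXCL16, the ligand of CXCR6, had 1049.5 ± 205 (SD, n = 2) against 491 ± 263 (SD, n = 2), a log2 fold change of 1.19 (standard error 0.47), with an unadjusted p above 0.05, but at the thresholds without eGFP sample 2 (log2 fold change 1.77). The adjusted p of these 4 chemokines ran from 0.605 to 0.641 in limma. Relative to eGFP sample 1 the fold was 13.1 for CCL5, 12.0 for CXCL10, 18.4 for CXCL11 and 3.41 for CXCL16, and relative to eGFP sample 2 it was 3.25, 3.83, 5.73 and 1.54 in the same order.

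**Figure D2:**
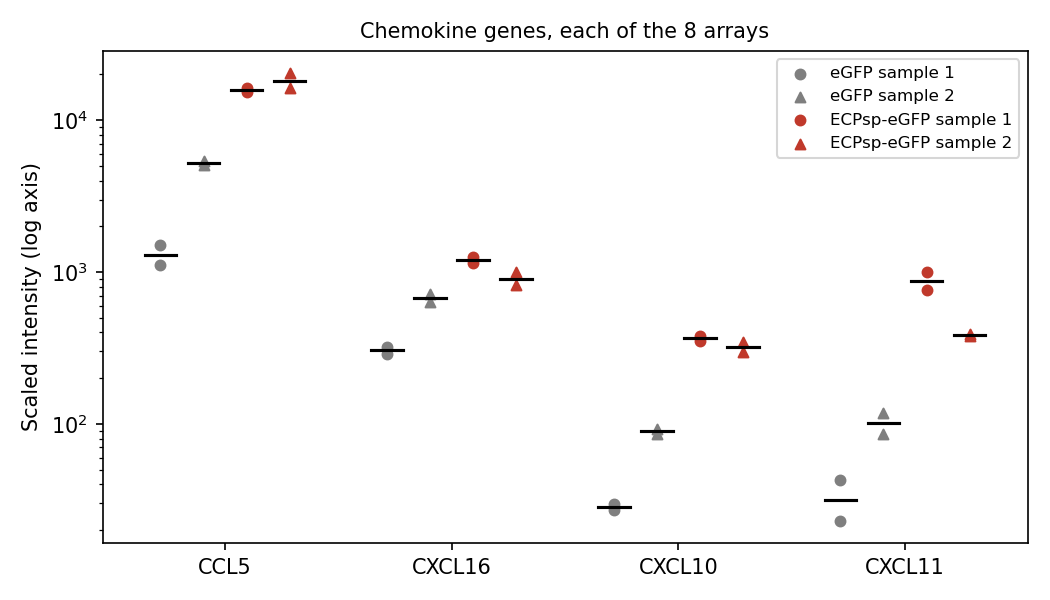
Scaled intensity, on a log axis, of CCL5, CXCL16, CXCL10 and CXCL11 on each of the 8 arrays; grey marks are eGFP cells, red marks ECPsp-eGFP cells, circles sample 1 and triangles sample 2, and each bar is the mean of the 2 arrays of one RNA on the log scale. For each gene eGFP sample 2 lies between eGFP sample 1 and the ECPsp-eGFP samples, at 4.03 times eGFP sample 1 for CCL5 and 2.22 times for CXCL16.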

Several reports show that CXCL10 [27], CXCL11 [28], and CXCL16 can initiate the homing of Th1 cells, NK cells, and eosinophils [29] and that CCL5/RANTES attracts macrophages and eosinophils [30-33]. We assayed macrophage migration using the human macrophage-like cell line RAW 264.7 to investigate whether the cytokines produced by ECPsp regulate the recruitment of immune cells. Compared with medium conditioned by culturing ECPsp/BEAS-2B and eGFP/BEAS-2B cells, the respective rates of chemoattractant-mediated macrophage migration were 2.93- and 3.11-fold higher, respectively, for medium conditioned by cells expressing ECPsp-eGFP (Figure 5). Given that ECPsp is expressed by activated eosinophils at sites of inflammation or infection, secretory chemokines might attract macrophages to eliminate damaged cells or pathogens. This is the first time that ECPsp has been proposed to function not only in secretion but also in assisting immune-cell migration. In order to demonstrate whether STAT1 and STAT2 serve as key transcriptional regulators or not experimentally, the individual siRNA against STAT1 or STAT2 was transfected into BEAS-2B cells which express eGFP or ECPsp-eGFP. Figure 6 reveals that while the mRNA and protein levels of STAT1 and STAT2 were knocked down, the migration of macrophages, which was induced by ECPsp, was downregulated by 2.38- and 2.50-fold, respectively. It indicated that the migration of macrophages enhanced by ECPsp was indeed regulated *via* STAT1 and STAT2. It might reflect our hypothesis that the STAT1 and STAT2 serve as hubs to regulate the gene expression of chemokines and cytokines in the ECPsp/BEAS-2B cells. 

**Figure 5:**
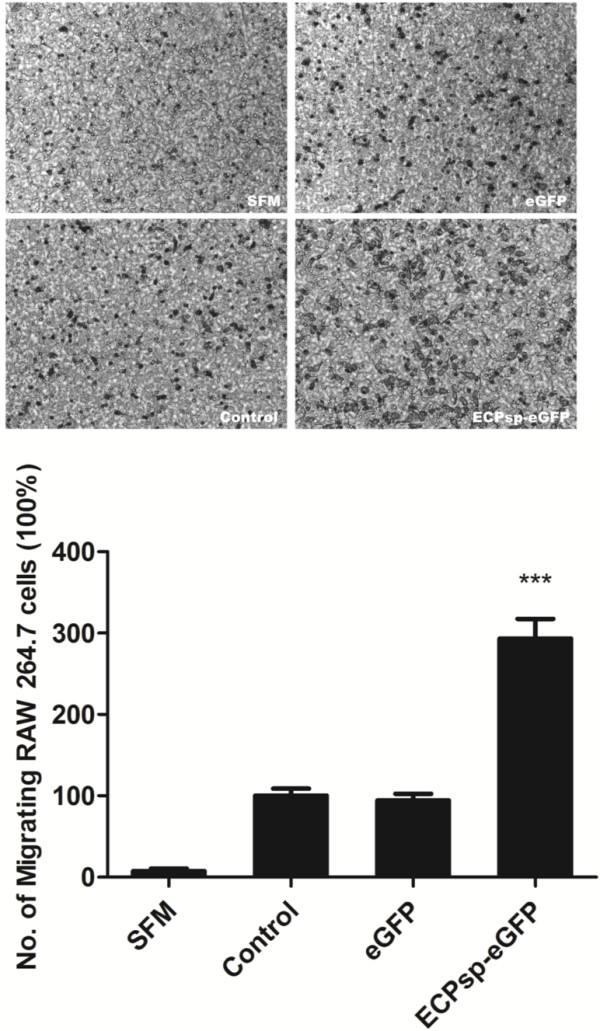
**Migration of RAW 264.7 cells is increased in ECPsp-conditioned medium.** The macrophages were chemoattracted by serum free medium (SFM, upper left), conditioned medium culturing BEAS-2B cells (Ctrl, lower left), conditioned medium culturing eGFP/BEAS-2B cells (eGFP, upper right) and conditioned medium culturing ECPsp-eGFP/BEAS-2B (ECPsp-eGFP, lower right). The folds of migrating RAW 264.7 cells is increased in ECPsp-conditioned medium by 2.93- and 3.11-fold relative to medium conditioned by BEAS-2B and eGFP/BEAS-2B cells, respectively. The average, with standard deviation, was derived from three independent experiments. *** *p* <0.001.

**Figure 6:**
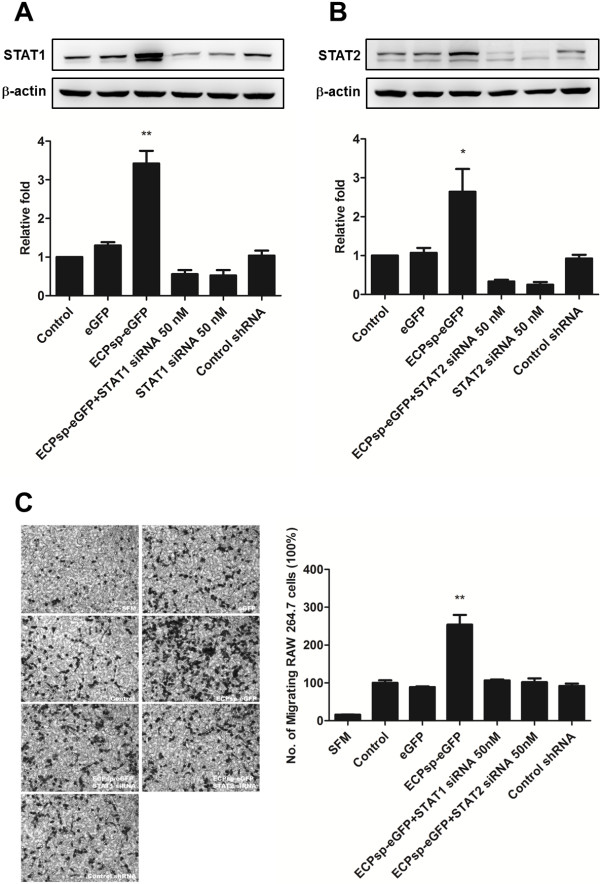
**Knockdown of STAT1 and STAT2 results in the decrease of migration of RAW 264.7 cells.** The protein expression of STAT1 (A) and STAT2 (B) was knocked down using individual siRNA. The fold of migrating RAW 264.7 cells is decreased in the medium conditioned by BEAS-2B cells cotransfected with ECPsp-eGFP and STAT1 or STAT2 siRNA by 2.38- and 2.50-fold relative to medium conditioned by BEAS-2B, respectively. The average, with standard deviation, was derived from three independent experiments. * *p* <0.05; ** *p* <0.01.

## Discussion

In this study, we generated the functional network using STRING combined with KEGG. Additionally, we also analyzed the 93 genes using the network dataset generated by Cui and colleagues [34]. Cui’s dataset, including 1,634 genes, is comprehensive for analyzing signaling pathways in cancers. However, only 15 genes overlap with our 93 genes. The signaling network could not be generated using these 15 genes. It may be due to our dataset is related with proinflammatory effects and Cui’s dataset is focused on cancer signaling.

Under asthmatic conditions, ECP would be released by activated eosinophils and damage bronchial epithelial cells. At the same time, ECPsp is cleaved by human SP and SPP, and the resulting ECPsp triggers overexpression of TGF-α and EGFR. It suggested that the short signal peptide of ECP might function not only in protein secretion but also to regulate gene expression [22]. Similarly, the signal peptide may provide other functions besides protein targeting. Localization of the signal peptide of the envelope glycoprotein (Env) of Jaagsiekte sheep retrovirus to the nucleus regulates viral gene expression by mediating a beneficial post-translational step in the replication cycle [35]. In addition, interaction of calmodulin with the signal peptide fragments of preprolactin and HIV-1 gp160 processed by SPP triggers Ca^2+^/calmodulin-dependent cellular signaling [36].

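Of 38 genes of the NF-kB inflammatory response measured, 28 had a positive log2 fold change in ECPsp-eGFP cells, with a median of 0.21 (adjusted p = 0.00163 from limma's camera, adjusted p = 0.661 with an estimated correlation). At the thresholds of the methods 3 were higher and 1 was lower, and none passed when adjusted over the list alone. IL6, a proinflammatory cytokine, had an intensity of 92.1 ± 9.11 (SD, n = 2) against 22.4 ± 10.2 (SD, n = 2) in eGFP cells, 6.06-fold above eGFP sample 1 and 3.11-fold above eGFP sample 2. Its log2 fold change ran from 1.63 to 2.60 with a sample left out. Over all settings it ran from 0.96 to 2.60, so another setting took it under 1. VCAM1, an adhesion molecule for leukocytes, had a log2 fold change of 1.46 (standard error 0.45). PTGS2, which makes prostaglandins, was the third higher gene, at sample means of 12.0 or less, and the epithelial cytokine TSLP was the lower one, at 10.9 or less; VCAM1, PTGS2 and TSLP were named after their values were seen. IL6 and TSLP stayed at the thresholds with each sample left out, 8 genes were higher without eGFP sample 2, VCAM1 and PTGS2 missed the thresholds in the other 3 cases, and IL1A, TNFAIP3 and TRAF1, also named after their values, passed them without ECPsp-eGFP sample 2. C3, a complement component, had a log2 fold change of 1.83 (standard error 1.03, adjusted p = 0.683 from limma), 9.00-fold above eGFP sample 1 and 1.41-fold above eGFP sample 2. Without eGFP sample 1 the list median was 0.04 and the adjusted p from camera 0.0896; between the eGFP samples it was 0.20 higher in sample 2.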

Our study provides evidence that ECPsp does indeed regulate gene expression in cells and that the upregulated genes participate in inflammation-related processes. Under inflammatory conditions, eosinophils might release cytokines to stimulate cell growth and activate immune cells; they might release chemokines to attract macrophages to the bronchia to eliminate the pathogens and damaged cell debris after secretion of ECP. 

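Of 40 chemokine genes measured, CCL5, CXCL10, CXCL11 and CCL27 were higher at the thresholds of the methods and none was lower. CCL27, a skin chemokine named after its value was seen, had sample means of 14.2 or less. CXCL1, a neutrophil attractant, had an intensity of 1186 ± 72.4 (SD, n = 2) in ECPsp-eGFP cells and 997 ± 325 (SD, n = 2) in eGFP cells. CXCL2 had 176 ± 1.45 (SD, n = 2) against 166 ± 51.3 (SD, n = 2), and CCL2, a monocyte attractant, 2244 ± 464 (SD, n = 2) against 1642 ± 928 (SD, n = 2). Against eGFP sample 2 alone the fold was 0.966 for CXCL1, 0.873 for CXCL2 and 0.966 for CCL2. Without ECPsp-eGFP sample 1 CCL5, CXCL10 and CXCL11 missed the thresholds (log2 fold changes 2.81, 2.66 and 2.77, with an unadjusted p above 0.05), as did CCL5 without ECPsp-eGFP sample 2 (2.60) and CCL27 without that sample or eGFP sample 2, and CCL2, CXCL6 and CXCL16 passed them as higher without eGFP sample 2 and CCL3 and XCL1 without ECPsp-eGFP sample 2. Lower at the thresholds were CCL22 without eGFP sample 1, CCL16 without ECPsp-eGFP sample 1 and CXCL17 without ECPsp-eGFP sample 2; CXCL6, CCL3, XCL1 and these 3 were named after their values were seen. None of the 40 passed when adjusted over the list alone, and the list median was 0.09 (adjusted p = 0.225 from limma's camera). The adjusted p from camera was 0.0326 without eGFP sample 2, 0.0445 without ECPsp-eGFP sample 2, 0.0443 and 0.0328 without the dimmest 25% and the dimmer 50% of probes and 0.0150 with the first arrays only, all at the preset correlation, and 0.661 over all samples with an estimated one, and the median turned to -0.06 without eGFP sample 1.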

The present microarray profiles show the upregulation of four chemokines, namely CCL5, interferon-induced protein of 10 kDa (IP-10/CXCL10), interferon-inducible T-cell alpha chemoattractant (I-TAC/CXCL11), and CXCL16. Also called RANTES, the chemotactic cytokine CCL5 is the most potent of these four chemokines, as it is able to both recruit eosinophils to tissues (*via* binding to CCR3) and attract macrophages (*via* CCR5), Th1 cells, and basophils to the site of inflammation [30-33]. Moreover, CXCL10 binds CXCR3 and enrolls Th1 cells to resist intracellular pathogen infection, such as viruses [27]. In addition, CXCL10 is an important contributor to airway hyperactivity [37]. Another ligand of CXCR3, CXCL11, attracts Th1 cells, NK cells, and eosinophils to inflammatory sites [28]. The cytokine CXCL16 interacts with CXCR6 on Th1 and CD8 effector T cells and plays a crucial role in recruiting these cells to sites of inflammation [29]. 

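Of 24 genes of interferons and their receptors measured, 17 had a positive log2 fold change in ECPsp-eGFP cells, and 1, IFNB1, was higher at the thresholds of the methods while none was lower. With a sample left out other members passed: IFNA5 and IFNLR1 without eGFP sample 1 (IFNB1 did not), IFNA6 higher and IFNA5 lower without eGFP sample 2, IFNA8 in place of IFNB1 without ECPsp-eGFP sample 1, and IFNA21 and IFNL1 without ECPsp-eGFP sample 2, named after their values were seen; IFNLR1 and IFNA21 lay at the floor on some arrays. JAK2, a kinase of interferon-gamma signaling, had a log2 fold change of 0.86 (standard error 0.14, adjusted p = 0.605 from limma). IRF9, an interferon regulatory factor, had intensities of 1414 in eGFP sample 1, 3243 in eGFP sample 2, and 4052 and 3717 in the ECPsp-eGFP samples, a log2 fold change of 0.86 (standard error 0.46, adjusted p = 0.676 from limma). Of 26 genes of JAK/STAT signaling none was at the thresholds, and IRF9 alone was without eGFP sample 2 (1.46 on the log2 scale). The median was -0.01, the mean 0.05 (adjusted p = 0.645 from camera). The interferon list had a median of 0.14 (adjusted p = 0.158 from camera, adjusted p = 0.661 with an estimated correlation, and at the preset one 0.0445 as the adjusted p without ECPsp-eGFP sample 2). No member of either list passed when adjusted over the list alone.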

Apart from the molecules mentioned above, we observed IFN-β and many interferon-related molecules in the dataset generated by DNA microarray analysis. Interferons have several functions in common, many of which involve anti-viral and anti-tumor activities. By interacting with their specific receptors, interferons can activate signaling pathways transmitted by STAT proteins. The STATs (STAT1–STAT6) are a family of transcriptional factors that regulate the expression of particular immunoregulatory genes. They can be activated by type I (IFN-α and IFN-β), type II (IFN-γ), and type III (IFN-λ) interferons [38,39]. For example, type-I IFNs can induce gene expression *via* either the ISRE (interferon-sensitive response element) or GAS (gamma interferon activation site) transcription elements through the actions of the STAT1/STAT2 heterodimer. In contrast, type II IFNs can transactivate a gene only if it contains the GAS element by means of the STAT1 homodimer [25,39].

In our DNA microarray dataset, the *IFNB1* (IFN-β) gene is upregulated 80%. It belongs to the type I IFNs which can activate the JAK/STAT1 and STAT2 pathways to regulate the expression of genes encoding chemokines that act downstream in this pathway. 

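IFNB1, the gene of interferon-β, had an intensity of 145 ± 22.0 (SD, n = 2) in ECPsp-eGFP cells and 68.6 ± 6.11 (SD, n = 2) in eGFP cells, 2.10-fold (log2 fold change 1.07, standard error 0.19, adjusted p = 0.605 from limma). It was at the thresholds of the methods, but not without eGFP sample 1 (log2 fold change 0.98) or without ECPsp-eGFP sample 1 (0.92), and each ECPsp-eGFP array read higher than any eGFP array. The fold was 2.24 above eGFP sample 1 and 1.97 above eGFP sample 2. Over all settings the log2 fold change of IFNB1 ran from 0.71 to 1.23, so a setting other than those with a sample left out also took it under 1.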

We thus suggested that ECPsp may regulate chemokine production by this pathway. Transcriptomic analyses indicate that the upregulation of JAK-STAT1 signaling plays a crucial role in protecting against microbial infection [40,41] by enhancing the expression of genes encoding chemokines (CXCL1, CXCL2, CCL2, and CCL5), a cytokine (IL-6), and components of JAK-STAT1 signaling (IFN regulatory factor 7 [IRF7], IRF9, and STAT1) [42]. Similarly, our investigation showed that genes including IRF7, IFN-induced protein with tetratricopeptides (IFIT1, IFIT2, IFIT3, and IFIT5), myxovirus resistance 1 and 2 (MX1 and MX2), and 2′,5′-oligoadenylate synthetases (OAS1, OAS2, OAS3, and OASL) are upregulated by ECPsp. 

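IFIT2, an interferon-induced inhibitor of translation, had an intensity of 2367 ± 553 (SD, n = 2) in ECPsp-eGFP cells and 634 ± 246 (SD, n = 2) in eGFP cells, 3.83-fold. IFIT5 was 3.03-fold, IFIT3 3.23-fold and IFIT1 3.20-fold higher at the thresholds of the methods, where IFIT1 reached the limit of the scanner on 1 ECPsp-eGFP array; its dimmer probe gave a log2 fold change of 1.71. MX2, a GTPase that restricts viruses, was 5.15-fold and its relative MX1 3.56-fold higher. Among the oligoadenylate synthetases, which activate RNase L, OAS1 was 4.59-fold, OAS2 4.46-fold and OASL 3.44-fold higher. OAS3 had an intensity of 9922 ± 1191 (SD, n = 2) against 5127 ± 2629.5 (SD, n = 2), and IRF7, a transcription factor that amplifies interferon production, 711 ± 178 (SD, n = 2) against 291 ± 175 (SD, n = 2), both with an unadjusted p above 0.05, but at the thresholds without eGFP sample 2 (log2 fold changes 1.60 and 2.06). Of the other 9 IFIT2 alone stayed at the thresholds without ECPsp-eGFP sample 1, where the rest had log2 fold changes of 1.43 (IFIT5) to 2.15 (MX2) with an unadjusted p above 0.05, and IFIT2 and IFIT5 alone without ECPsp-eGFP sample 2, where the rest had 1.76 (IFIT3) to 2.62 (OAS1). Without eGFP sample 1 IFIT1 (0.95) and OAS1 (1.31) missed them. The adjusted p of these 9 genes ran from 0.605 to 0.641 in limma. All 11 genes were also higher in eGFP sample 2 than in eGFP sample 1, from 1.76 times for IFIT2 to 3.54 times for MX2, and lay 1.42-fold (OAS3) to 2.89-fold (IFIT2) above eGFP sample 2.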

In all of these instances, transactivation may depend on JAK/STAT signaling. Therefore, we hypothesized that under inflammatory conditions, eosinophils release ECP to damage pathogens and that ECPsp simultaneously induces JAK/STAT signaling to protect host cells from microbial infection and trigger chemokine production that might recruit immune cells, such as macrophages, to inflammatory sites.

## Conclusion

We report a potential new function for ECPsp, which involves the secretion of proinflammatory molecules to promote the migration of macrophages to sites of inflammation. This finding provides clues for researchers to study the roles of ECP and ECPsp under inflammatory conditions. We propose that ECPsp may serve as an effector to induce proinflammatory gene expression and to trigger the recruitment of immune cells, thus eliminating pathogens, removing damaged cells, and repairing bronchial epithelial cells *via* JAK/STAT signaling.

## Methods

### Cells and cell culture

We cultured the human bronchial epithelial cell line BEAS-2B (ATCC CRL-9609) and the mouse macrophage RAW 264.7 cell line in RPMI-1640 (Invitrogen, USA) supplemented with 10% FBS. Human epidermoid carcinoma cell line A431 was cultured in DMEM (GIBCO) supplemented with 10% heat-inactivated fetal bovine serum. All cells were cultured at 37°C in an incubator under 5% CO_2_ and 95% air.

### Transfection

The plasmids pEGFPC1 and pEGFPN1-ECPsp were individually transfected into BEAS-2B cells using TurboFect^TM^ (Thermo Fisher Scientific Inc., USA). For the transfection, 2 × 10^6^ BEAS-2B or A431 cells were seeded onto a 100-mm culture plate. After 24 h in culture (~80-90% confluency), 3 μg of plasmid DNA and 6 μl of TurboFect^TM^ reagent were mixed in 1 ml of serum-free RPMI-1640. The transfection mixture was gently vortexed and incubated for 15 min at room temperature to allow the formation of transfection complexes. The 1-ml transfection mixture was then added drop-wise to the cells and incubated at 37°C for another 48 h, at which point the cells were harvested for RNA isolation and Western blotting.

For plasmid and siRNA co-transfection, 3 × 10^5^ BEAS-2B cells were seeded onto a 60-mm culture plate. After 24 h, the pEGFPN1-ECPsp and siRNA (against STAT1 or STAT2, final concentration: 50 nM) were added into 200 μl jetPRIME® buffer (Polyplus-transfection) and mixed by pipetting. Then, 8 μl jetPRIME® reagent was added. The transfection mixture was gently vortexed, and incubated at room temperature. After 15 min, the transfection mixture was added drop-wise to the cells and incubated at 37°C. The original medium was replaced by fresh one at 24 h post-transfection. After additional 24 h, the cell lysates were harvested for Western blotting.

### RNA extraction and cDNA preparation

Total RNA from BEAS-2B cells was isolated using TRIzol reagent (Invitrogen, USA). Cells that had been cultured in a 100-mm dish were washed with cold PBS. TRIzol reagent (1 ml) was added, and the cells were lysed by pipetting the mixture up and down several times. The cell lysate was then transferred to a 1.5-ml microcentrifuge tube. After the addition of 300 μl of cold chloroform (Sigma, USA), the lysate was gently mixed for 15 seconds, incubated on ice for 15 min, and then centrifuged at 10,000 ×*g* at 4°C for 15 min. The RNA, which remained exclusively in the aqueous phase, was transferred to a new tube. An equal volume of 100% isopropanol was then added and mixed gently by inverting the microcentrifuge tube repeatedly. The precipitated RNA was recovered by centrifugation at 12,000 rpm for 15 min at 4°C. After removal of the supernatant, the RNA pellet was washed twice with 75% ethanol dissolved in diethylpyrocarbonate (DEPC)-treated water and then air-dried. The RNA was dissolved in sterile DEPC-treated water. RT-PCR was used to determine gene expression based on the level of RNA abundance. Total RNA (2 μg) and 1 μl of 10 μM oligo-dT primer (MDBio, Taiwan) were mixed in DEPC-treated water and heated at 70°C for 5 min. The reverse transcription mixture containing 5 μl of Moloney Murine Leukemia Virus (M-MLV) 5× reaction buffer (Promega, USA), 5 μl of 2.5 mM dNTP (2.5 mM each of dATP, dTTP, dCTP, and dGTP; Protech, Taiwan), 1 μl of M-MLV reverse transcriptase (Promega, USA), and DEPC-treated water added to a final volume of 20 μl. The cDNA was generated at 42°C.

### Semi-quantitative RT-PCR

Coding regions of the genes CCL5, CXCL10, CXCL11, CXCL16, STAT1, STAT2, and GAPDH were amplified using the following primer sets: CCL5-F’ (ccctcgctgtcatcctcattg)/CCL5-R’ (gtgacaaagacgactgctgg), CXCL10-F’ (ggcattcaaggagtacctct)/CXCL10-R’ (attcagacatctcttctcac), CXCL11-F’ (agttgttcaaggcttccccatg)/CXCL11-R’ (gggatttaggcatcgttgtcc), CXCL16-F’ (actcagccaggcaatggcaa)/CXCL16-R’ (tccaggaaaggagctggaac), STAT1-F’ (tgcgcgcagaaaagtttcat)/STAT1-R’ (ggattcaaccaaaggagcag), STAT2-F’ (ccagaactggcaggaagctg)/STAT2-R’ (atgtcccggcagaatttccg), and GAPDH-F’ (accacagtccatgccatcac)/GAPDH-R’ (tccaccaccctgttgctgta), respectively. cDNA (1 μl) was used as the template and was mixed with 0.5 μl of each primer (10 μM), 2 μl of dNTP (Protech, Taiwan), 0.25 μl of GoTaq Flexi DNA polymerase (5 U/μl; Promega, USA), 4 μl of 5× Colorless GoTaq reaction buffer (Promega, USA), 1.2 μl of 25 mM MgCl_2_, and sterile deionized water to a final volume of 20 μl. The sample was heated at 95°C for 5 min, followed by 30 cycles, each comprising 95°C for 30 sec, 55°C for 30 sec, and 72°C for 30 sec, and one cycle of 72°C for 10 min in a thermocycler (Multigene, USA).

### DNA microarray analysis

The Human Whole Genome OneArray® v5 (HOA; Phalanx Biotech Group, Taiwan) has in total 30,275 DNA oligonucleotide probes, and each probe has 60 nucleotides in the sense strand. Of these probes, 29,187 probes correspond to the annotated genes in the RefSeq v38 and Ensembl v56 databases. Furthermore, 1,088 control probes are also included for monitoring the sample quality and the hybridization process. Fluorescent aRNA targets were prepared from 1.0 μg total RNA samples using OneArray® Amino Allyl aRNA Amplification Kit (Phalanx Biotech Group, Taiwan) and Cy5 dyes (Amersham Pharmacia, Piscataway, NJ, USA). Fluorescent targets were hybridized to the Human Whole Genome OneArray® with Phalanx hybridization buffer using Phalanx Hybridization System. After 16-hr hybridization at 50°C, non-specific binding targets were washed away by three different washing steps (Wash I: at 42°C for 5 min; Wash II: at 42°C for 5 min and subsequent one at 25°C for 5 min; and Wash III: rinsing the chips for 20 times), and the slides were dried by centrifugation and scanned by an Axon 4000B scanner (Molecular Devices, Sunnyvale, CA, USA). The Cy5 fluorescent intensities of each spot were analyzed by GenePix 4.1 software (Molecular Devices). The signal intensity of each spot was loaded into the Rosetta Resolver System® (Rosetta Biosoftware) for data analysis [43]. The error model of the Rosetta Resolver System® removed both systematic and random errors from the data. We filtered out spots for which the flag was less than zero. Spots that passed the criterion for further consideration were normalized using the 50% media scaling normalization method. The technical repeat data were tested by calculating the Pearson correlation coefficient to assess reproducibility (*r* >0.975). To identify the differentially expressed genes, we calculate the log_2_ ratio of the normalized intensity of treatment sample over intensity of control sample as follows,

(1) $$\text{R}={\text{log}}_{2}\left({\text{I}}_{\text{t}}/{\text{I}}_{\text{c}}\right)$$

where It is one probe intensity of the treatment sample, Ic is one probe intensity of control sample. If a probe P’s R value is bigger than the threshold (usually set as 1), P is regarded as different expression on treatment and control. Furthermore we can calculate the p-value *p* (differential expression) to test the statistical significance of R, which means the probability of null hypothesis that treatment sample and control sample are not differential expression for one probe. The detailed procedure to estimate *p* is formally described in [43]. In our implementation, the spots with *p* <0.05 and R ≥1 were identified as differentially expressed genes for further pathway analysis. The DNA microarray data has been submitted to and approved by the Gene Expression Omnibus Database (GEO) with an accession number of GSE39122.

### String

According to the gene expression profiles derived from DNA microarray, 93 genes upregulated more than 2-fold (log_2_ ≥1) and with the statistic *p* less than 0.05 were selected and assembled as a gene expression subdataset (Table 1). The functional linkage network was generated using STRING 9.0 database [44]. The gene symbols listed in the gene expression subdataset were input into the frame of “multiple names” in STRING and the organism was set *Homo sapiens*. After executing the search, STRING would show the possible genes we input and we had to select correct ones. Then, the functional linkage could be generated using the default setting. Within this completely functional network, the evident area of dense interconnections could be identified. In this network, 93 nodes are connected by 676 edges, and in the dense area, there are 618 edges to connect at least one of the 40 nodes. Although only 43.1% (40/93) of nodes are located in the dense area, there are 91.42% (618/676) edges to connect the nodes in dense area with other nodes.

Furthermore, to analyze the relationship of the functional network, and the TGF-α/EGFR pathway which we discovered previously [22], the genes within the evident area, TGF-α and EGFR were input into STRING again. The setting of STRING database is also default. Then, the functional network linked evident area and TGF-α/EGFR pathway could be generated. The figures presented here are redrawn using Cytoscape software which could calculate the numbers of nodes and edges efficiently.

### NOA

The NOA ( http://app.aporc.org/NOA) database was designed for identifying the enrichment of gene ontology based on biological networks as classified by systems biology [24]. According to microarray data (Table 1), the 93 genes of interest were input into and analyzed by the NOA server to determine the relationship of network ontology.

### Western blotting

After SDS-PAGE analysis, the proteins were transferred onto a polyvinylidene fluoride (PVDF) membrane (Pall, Pensacola). The membrane was incubated in 5% fetal bovine serum (FBS) in PBST (1X PBS and 0.1% Tween 20) at room temperature for 1 h and then the diluted antibody (anti-STAT1 mAb, 1:2,500 or anti-STAT2 mAb, 1:2,500, Santa Cruz, USA) in 5% FBS/PBST was added to react with the target proteins with shaking at 4°C for 16 h. The membrane was washed with PBST three times for 15 min each. The secondary antibody (anti-rabbit IgG conjugated with HRP, 1:5,000, Jackson, USA) was diluted in 3% Milk/PBST with shaking at 25°C. After 1.5 h, the membrane was washed with PBST for three times and the target protein was visualized by addition of the mixture of reagents A and B (Pierce) to the PVDF membrane, and exposed by the ImageQuant^TM^ LAS 4000 (GE Healthcare).

### Macrophage migration assay

Migration assays were performed in Transwell plates (Corning Costar, USA) with a 6.5-mm diameter and an 8-μm pore size for the membrane. Conditioned medium was prepared before adding RAW 264.7 cells into the top well. The BEAS-2B cells were seeded in 60-mm dishes. After 24 h, both plasmids (pEGFP-C1 and pEGFP-N1-ECPsp) were transfected into BEAS-2B cells (as described above) for 6 h. The culture medium containing the transfection mixture was removed, and fresh RPMI-1640 medium supplemented with 10% FBS was added for a further 18-h incubation at 37°C in a humidified 5% CO_2_ incubator. The culture medium was removed, and fresh serum-free RPMI-1640 was added prior to incubation at 37°C for 24 h. Three hundred microliters of the serum-free medium was collected, centrifuged to remove the debris, and then transferred into the bottom wells. At the same time, 1.5 × 10^5^ RAW 264.7 cells were transferred to each top well. After incubation for 8 h at 37°C, cells in the top wells were fixed using 3.7% formaldehyde for 5 min and then stained with 0.05% crystal violet for 30 min, with three further rinses with PBS. The number of cells migrating to the lower membrane surface was counted, and these data were used for further two-tailed student’s *t* test analysis.

## Abbreviations

ECP: Eosinophil cationic protein; EGFR: Epidermal growth factor receptor; IFN: Interferon; NOA: Network Ontology Analysis; RNase: Ribonuclease; SP: Signal peptidase; ECPsp: Signal peptide of ECP; SPP: Signal peptide peptidase; STAT: Signal transducers and activators of transcription; TGF-α: Transforming growth factor-alpha.

## Competing interests

The authors declared that no competing interests exist.

## Authors’ contributions

YSL performed the RNA isolation and the network analyses. PWT and CYL assisted with the transcriptomic analyses. TF assisted with the RT-PCR experiments. YW analyzed the network. CHH assisted with the migration assay. MDTC and TWP were involved deeply in experimental design and discussion. CFH assisted with microarray analysis. HTC lead the project, designed the experiments, and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1.** The mRNA and protein levels of STAT1 and STAT2 were upregulated by ECPsp. The protein levels of STAT1 (A) and STAT2 (B), and the mRNA levels of STAT1 (C) and STAT2 (D) were analyzed using Western blotting and semi-quantitative RT-PCR, respectively. (**, *p* < 0.01; * *p*< 0.05). (DOCX 599 kb) Click here for file

## References

[B1] OlssonIVengePCationic proteins of human granulocytes. II. Separation of the cationic proteins of the granules of leukemic myeloid cellsBlood19744422352464211856

[B2] Mallorqui-FernandezGPousJPeracaulaRAymamiJMaedaTTadaHYamadaHSenoMde LlorensRGomis-RuthFXThree-dimensional crystal structure of human eosinophil cationic protein (RNase 3) at 1.75 A resolutionJ Mol Biol200030051297130710.1006/jmbi.2000.393910903870

[B3] PetersonCGJornvallHVengePPurification and characterization of eosinophil cationic protein from normal human eosinophilsEur J Haematol1988405415423313240010.1111/j.1600-0609.1988.tb00850.x

[B4] MalabananAOTurnerAKRosenbergINHolickMFOncogenic osteomalacia: clinical presentation, densitometric findings, and response to therapyJ Clin Densitom199811778010.1385/JCD:1:1:7715304916

[B5] RosenbergHFRecombinant human eosinophil cationic protein. Ribonuclease activity is not essential for cytotoxicityJ Biol Chem19952701478767881771388110.1074/jbc.270.14.7876

[B6] MakarovAAIlinskayaONCytotoxic ribonucleases: molecular weapons and their targetsFEBS Lett20035401–315201268147610.1016/s0014-5793(03)00225-4

[B7] RosenbergHFRNase A ribonucleases and host defense: an evolving storyJ Leukoc Biol20088351079108710.1189/jlb.110772518211964PMC2692241

[B8] ChengGZLiJYLiFWangHYShiGXHuman ribonuclease 9, a member of ribonuclease A superfamily, specifically expressed in epididymis, is a novel sperm-binding proteinAsian J Androl200911224025110.1038/aja.2008.3019137000PMC3735023

[B9] RosenbergHFAckermanSJTenenDGHuman eosinophil cationic protein. Molecular cloning of a cytotoxin and helminthotoxin with ribonuclease activityJ Exp Med1989170116317610.1084/jem.170.1.1632473157PMC2189377

[B10] ChoSBeintemaJJZhangJThe ribonuclease A superfamily of mammals and birds: identifying new members and tracing evolutionary historiesGenomics200585220822010.1016/j.ygeno.2004.10.00815676279

[B11] CarrerasEBoixENavarroSRosenbergHFCuchilloCMNoguesMVSurface-exposed amino acids of eosinophil cationic protein play a critical role in the inhibition of mammalian cell proliferationMol Cell Biochem20052721–2171601096610.1007/s11010-005-4777-2

[B12] CarrerasEBoixERosenbergHFCuchilloCMNoguesMVBoth aromatic and cationic residues contribute to the membrane-lytic and bactericidal activity of eosinophil cationic proteinBiochemistry200342226636664410.1021/bi027301112779318

[B13] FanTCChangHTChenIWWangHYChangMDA heparan sulfate-facilitated and raft-dependent macropinocytosis of eosinophil cationic proteinTraffic20078121778179510.1111/j.1600-0854.2007.00650.x17944807

[B14] GleichGJMechanisms of eosinophil-associated inflammationJ Allergy Clin Immunol2000105465166310.1067/mai.2000.10571210756213

[B15] WinterkampSRaithelMHahnEGSecretion and tissue content of eosinophil cationic protein in Crohn’s diseaseJ Clin Gastroenterol200030217017510.1097/00004836-200003000-0000910730922

[B16] PegorierSWagnerLAGleichGJPretolaniMEosinophil-derived cationic proteins activate the synthesis of remodeling factors by airway epithelial cellsJ Immunol20061777486148691698292810.4049/jimmunol.177.7.4861

[B17] DomachowskeJBDyerKDAdamsAGLetoTLRosenbergHFEosinophil cationic protein/RNase 3 is another RNase A-family ribonuclease with direct antiviral activityNucleic Acids Res199826143358336310.1093/nar/26.14.33589649619PMC147714

[B18] LehrerRISzklarekDBartonAGanzTHamannKJGleichGJAntibacterial properties of eosinophil major basic protein and eosinophil cationic proteinJ Immunol198914212442844342656865

[B19] MolinaHAKierszenbaumFHamannKJGleichGJToxic effects produced or mediated by human eosinophil granule components on Trypanosoma cruziAmJTrop Med Hyg198838232733410.4269/ajtmh.1988.38.3272451444

[B20] YoungJDPetersonCGVengePCohnZAMechanism of membrane damage mediated by human eosinophil cationic proteinNature1986321607061361610.1038/321613a02423882

[B21] WuCMChangMDSignal peptide of eosinophil cationic protein is toxic to cells lacking signal peptide peptidaseBiochem Biophys Res Commun2004322258559210.1016/j.bbrc.2004.07.16015325270

[B22] ChangHTKaoYLWuCMFanTCLaiYKHuangKLChangYSTsaiJJChangMDSignal peptide of eosinophil cationic protein upregulates transforming growth factor-alpha expression in human cellsJ Cell Biochem200710051266127510.1002/jcb.2112017063486

[B23] WoschnaggCRubinJVengePEosinophil cationic protein (ECP) is processed during secretionJ Immunol200918363949395410.4049/jimmunol.090050919692640

[B24] WangJHuangQLiuZPWangYWuLYChenLZhangXSNOA: a novel Network Ontology Analysis methodNucleic Acids Res20113913e8710.1093/nar/gkr25121543451PMC3141273

[B25] SchindlerCPlumleeCInteferons pen the JAK-STAT pathwaySemin Cell Dev Biol200819431131810.1016/j.semcdb.2008.08.01018765289PMC2741134

[B26] CanaffLZhouXHendyGNThe proinflammatory cytokine, interleukin-6, up-regulates calcium-sensing receptor gene transcription via Stat1/3 and Sp1/3J Biol Chem200828320135861360010.1074/jbc.M70808720018348986

[B27] QinSRottmanJBMyersPKassamNWeinblattMLoetscherMKochAEMoserBMackayCRThe chemokine receptors CXCR3 and CCR5 mark subsets of T cells associated with certain inflammatory reactionsJ Clin Invest1998101474675410.1172/JCI14229466968PMC508621

[B28] LukacsNWRole of chemokines in the pathogenesis of asthmaNat Rev Immunol20011210811610.1038/3510050311905818

[B29] MatsumuraSWangBKawashimaNBraunsteinSBaduraMCameronTOBabbJSSchneiderRJFormentiSCDustinMLRadiation-induced CXCL16 release by breast cancer cells attracts effector T cellsJ Immunol20081815309931071871398010.4049/jimmunol.181.5.3099PMC2587101

[B30] PowellNHumbertMDurhamSRAssoufiBKayABCorriganCJIncreased expression of mRNA encoding RANTES and MCP-3 in the bronchial mucosa in atopic asthmaEur Respir J19969122454246010.1183/09031936.96.091224548980953

[B31] KappAZeck-KappGCzechWSchopfEThe chemokine RANTES is more than a chemoattractant: characterization of its effect on human eosinophil oxidative metabolism and morphology in comparison with IL-5 and GM-CSFJ Invest Dermatol1994102690691410.1111/1523-1747.ep123833997516398

[B32] MeurerRVan RiperGFeeneyWCunninghamPHoraDJrSpringerMSMacIntyreDERosenHFormation of eosinophilic and monocytic intradermal inflammatory sites in the dog by injection of human RANTES but not human monocyte chemoattractant protein 1, human macrophage inflammatory protein 1 alpha, or human interleukin 8J Exp Med199317861913192110.1084/jem.178.6.19137504053PMC2191290

[B33] de NadaiPChenivesseCGiletJPorteHVorngHChangYWallsAFWallaertBTonnelABTsicopoulosACCR5 usage by CCL5 induces a selective leukocyte recruitment in human skin xenografts in vivoJ Invest Dermatol200612692057206410.1038/sj.jid.570036916778803

[B34] CuiQMaYJaramilloMBariHAwanAYangSZhangSLiuLLuMO’Connor-McCourtMA map of human cancer signalingMol Syst Biol200731521809172310.1038/msb4100200PMC2174632

[B35] CaporaleMArnaudFMuraMGolderMMurgiaCPalmariniMThe signal peptide of a simple retrovirus envelope functions as a posttranscriptional regulator of viral gene expressionJ Virol20098394591460410.1128/JVI.01833-0819244321PMC2668452

[B36] MartoglioBGrafRDobbersteinBSignal peptide fragments of preprolactin and HIV-1 p-gp160 interact with calmodulinEMBO J199716226636664510.1093/emboj/16.22.66369362478PMC1170268

[B37] MedoffBDSautyATagerAMMacleanJASmithRNMathewADufourJHLusterADIFN-gamma-inducible protein 10 (CXCL10) contributes to airway hyperreactivity and airway inflammation in a mouse model of asthmaJ Immunol200216810527852861199448510.4049/jimmunol.168.10.5278

[B38] de WeerdNASamarajiwaSAHertzogPJType I interferon receptors: biochemistry and biological functionsJ Biol Chem200728228200532005710.1074/jbc.R70000620017502368

[B39] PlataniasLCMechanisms of type-I- and type-II-interferon-mediated signallingNat Rev Immunol20055537538610.1038/nri160415864272

[B40] DupuisSDargemontCFieschiCThomassinNRosenzweigSHarrisJHollandSMSchreiberRDCasanovaJLImpairment of mycobacterial but not viral immunity by a germline human STAT1 mutationScience2001293552830030310.1126/science.106115411452125

[B41] DupuisSJouanguyEAl-HajjarSFieschiCAl-MohsenIZAl-JumaahSYangKChapgierAEidenschenkCEidPImpaired response to interferon-alpha/beta and lethal viral disease in human STAT1 deficiencyNat Genet200333338839110.1038/ng109712590259

[B42] LadSPFukudaEYLiJde la MazaLMLiEUp-regulation of the JAK/STAT1 signal pathway during Chlamydia trachomatis infectionJ Immunol200517411718671931590556310.4049/jimmunol.174.11.7186

[B43] WengLDaiHZhanYHeYStepaniantsSBBassettDERosetta error model for gene expression analysisBioinformatics20062291111112110.1093/bioinformatics/btl04516522673

[B44] von MeringCJensenLJKuhnMChaffronSDoerksTKrugerBSnelBBorkPSTRING 7--recent developments in the integration and prediction of protein interactionsNucleic Acids Res200735Database issueD358D3621709893510.1093/nar/gkl825PMC1669762

# Supplementary material for: Chemoattraction of macrophages by secretory molecules derived from cells expressing the signal peptide of eosinophil cationic protein
**Source:** BMC Syst Biol. 2012 Aug 20;6:105. doi: 10.1186/1752-0509-6-105
**Supplement:** Additional file 1 — Figure S1. The mRNA and protein levels of STAT1 and STAT2 were upregulated by ECPsp. The protein levels of STAT1 (A) and STAT2 (B), and the mRNA levels of STAT1 (C) and STAT2 (D) were analyzed using Western blotting and semi-quantitative RT-PCR, respectively. (**, p < 0.01; * p< 0.05).

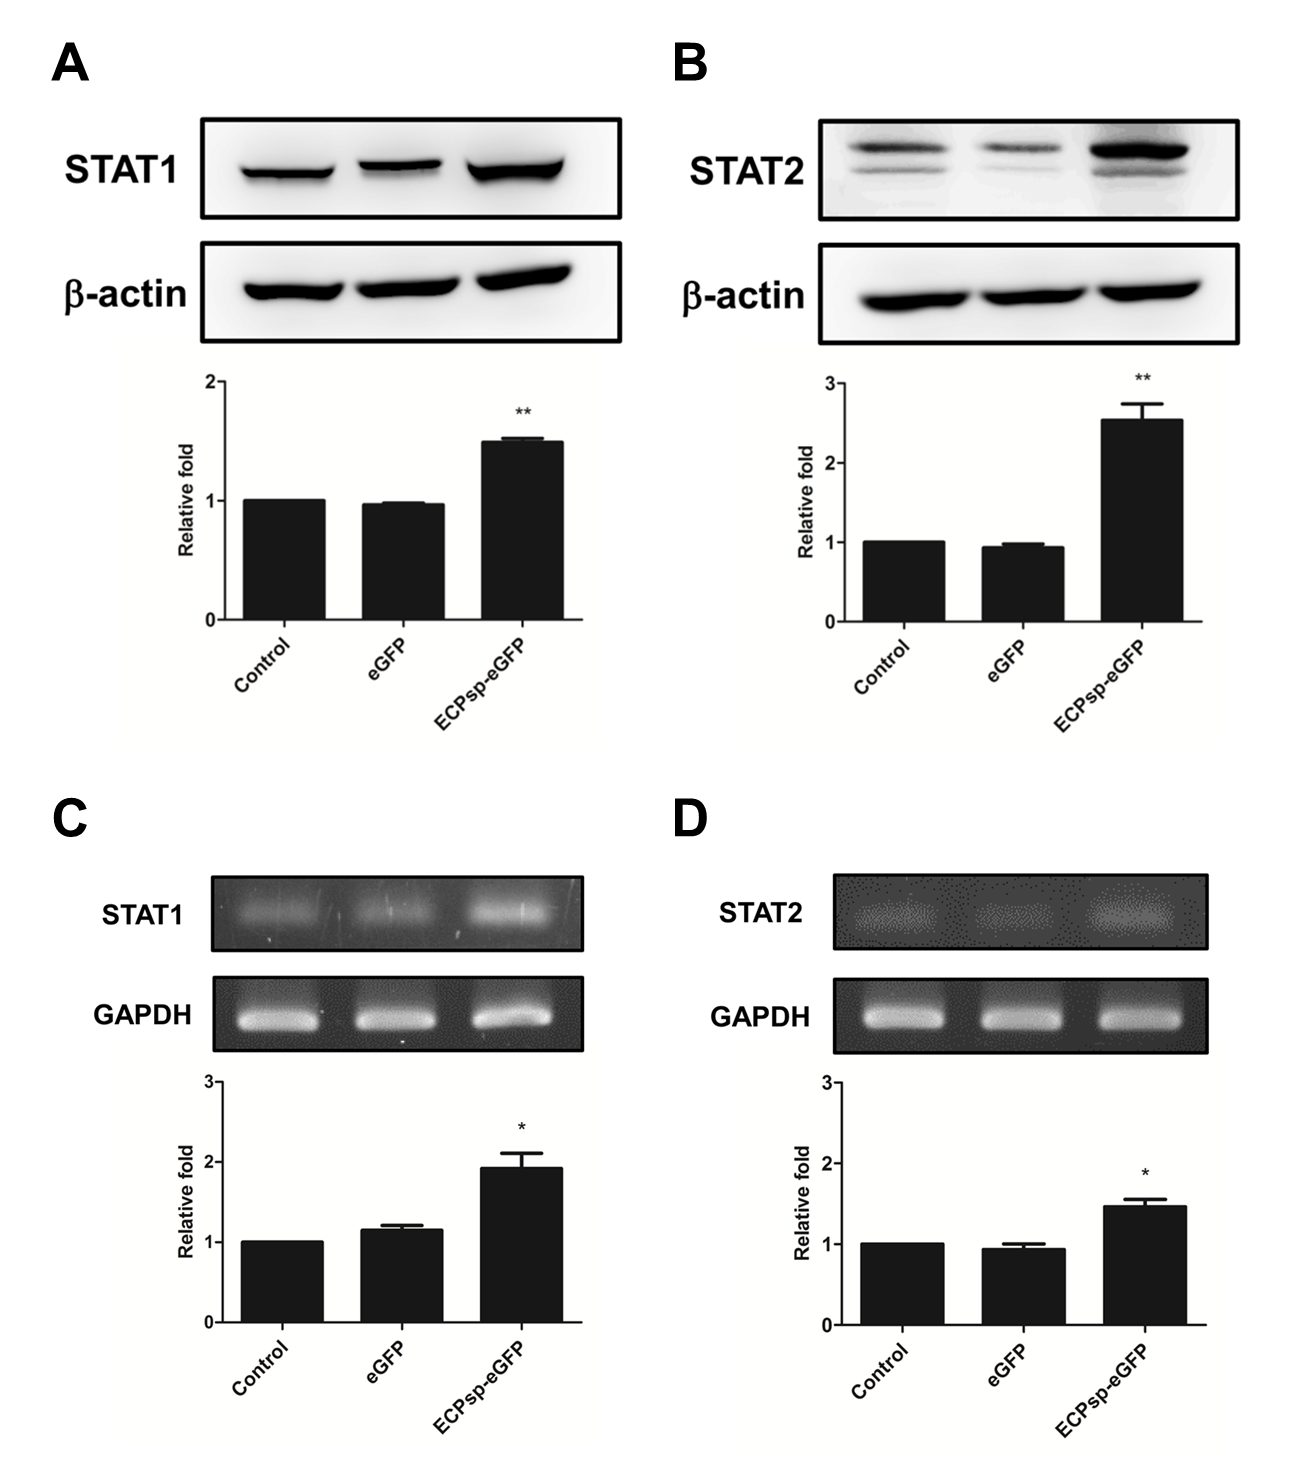

Supplementary Figure 1. The mRNA and protein levels of STAT1 and STAT2 were upregulated by ECPsp. The protein levels of STAT1 (A) and STAT2 (B), and the mRNA levels of STAT1 (C) and STAT2 (D) were analyzed using Western blotting and semi-quantitative RT-PCR, respectively. (**, *p* < 0.01; * *p*< 0.05)

How the deposited data were processed for this re-analysis (not part of the article)

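Gene expression was measured in BEAS-2B cells 48 h after transfection with a plasmid for eGFP (2 RNA samples) or ECPsp-eGFP (2 RNA samples), each RNA on 2 arrays of 1 colour. The authors labelled amplified RNA with Cy5, hybridized it to the Human Whole Genome OneArray v5 and read the spots, as the methods state. The values deposited by the authors are linear intensities, some below 0, without flags and not scaled to one median. The methods go on to filtering by flags, median scaling and p-values from an error model in Rosetta Resolver, which could not be rerun.

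From these intensities, each array was scaled to the mean of the 8 medians, values under 1 were set to 1 and log2 was taken. The 2 arrays of an RNA sample were averaged, which left 2 samples against 2. The groups were compared over 29187 probes with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, no intensity trend), with Benjamini-Hochberg adjustment. Counts at the thresholds of the methods used a log2 ratio of at least 1 and an unadjusted p under 0.05, and a gene was counted where 1 or more of its probes passed. Of the probes 25354 had 1 symbol, 0 had several and 3833 had none here. Gene numbers matched 25302 named probes to a table of current gene names (GRCh38.p14), and 0 symbols changed. For gene lists and the counts of their members the probe with the highest mean log2 value alone stood for its gene. STAT2, GPR109B, C4A, RNASE3, GAPDH and ACTB had no named probe and are not analysed here. Some results are left out because they need items withheld for evaluation.

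The samples' grouping, the gene lists, the rule for named genes and all alternatives but one were written before the data were examined. The 25 lists were interferon-stimulated genes, MHC class I presentation, nucleic acid sensing and interferon induction, Toll-like receptors, interferons and interferon receptors, JAK/STAT signaling, chemokines, NF-kB inflammatory response, TGF-alpha/EGFR signaling, cell cycle and proliferation, apoptosis and p53 targets, unfolded protein and ER stress response, signal peptide processing and secretion, RNase A superfamily, complement and coagulation, extracellular matrix and mesenchymal genes, airway epithelial genes, angiogenesis and growth factors, myeloid and macrophage markers, lymphocyte markers, eosinophil and mast cell markers, endothelial markers, ribosomal proteins, cholesterol synthesis, heat shock and oxidative stress. The genes of Table 1, chosen by the study on these samples, were a further list, of which 88 genes were measured (median log2 fold change 1.59, 1.20 between the eGFP samples, adjusted p = 2.14e-37 from camera, adjusted p = 0.661 with an estimated correlation; none passed when adjusted over the list alone). Lists were tested with limma's camera (preset correlation 0.01, and with an estimated one) and fry, adjusted over the 26 lists. No list kept its call with an estimated correlation (smallest adjusted p = 0.661) or had one with fry (smallest adjusted p = 0.426). With 2 samples against 2 the estimated setting can hardly give a call. The interferon list had an estimated correlation of -0.018, below the preset one, yet its unadjusted p from camera rose from 0.0670 to 0.179. Table 1 genes, chosen on these samples, had an unadjusted p of 0.162 from camera there. A missing call there does not decide on a list. The preset correlation lies far below the 0.853 estimated for interferon-stimulated genes. Random lists, 10000 for each comparison, were matched on mean intensity in 20 bins. The rule fixed for named genes took those the paper names as array results, the genes of Table 1 above 4-fold, the 15 genes highest and the 15 lowest in ECPsp-eGFP among probes at an unadjusted p under 0.05 (as none passed the adjustment) whose arrays all differed one way, up to 4 members of each list at an adjusted p under 0.05 or else the 2 with the largest difference, and RNASE3, HM13, GAPDH and ACTB. Probes at the floor on any array were left out of the 15 highest and lowest, a condition added after the rule was written. The values of Table 1 were known when the rule was written.

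The fit was tested on simulated data for this comparison over 29187 probes, with the measured mean of each probe, shuffled residual standard deviations and 50 changed probes of each size. At an adjusted p under 0.05, 0 of 50 changes of log2 size 1, 0 of size 2, 17 of size 3 and 24 of size 4 were recovered, with 1 false call. At the thresholds of the methods 23, 47, 47 and 49 of 50 were recovered, and 247 unchanged probes were counted as higher. The alternatives were quantile normalization, an equal 75th percentile, log2(value + 50), leaving out the dimmest 25% or the dimmer 50% of the probes, an intensity trend with a robust prior, the 8 arrays as samples or with the RNA sample as a random block, the first or the second arrays only, the replicate number as a block, leaving out each RNA sample, the mean of a gene's probes, and for the folds of Table 1 the ratio of mean linear values. Leaving out probes whose 2 arrays of one RNA differ more than 8-fold with the brighter above 100 was added after the data were seen. The RT-PCR, A431, migration and knockdown experiments are not analysed here.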

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

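Of the tests below, those of the interferon-stimulated genes against array scaling and the plasmid, and both of single spots, were chosen after their results were seen, the second test of mixing after the result of the first, and those of the amino acid response before their own results.

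Interferon-stimulated genes were not alike in the control samples, which the paper does not report. Their median was 0.96 higher in eGFP sample 2 than in eGFP sample 1 on the log2 scale (86 of 92 genes on both pairs of arrays, against a median of 0.02 over all genes). In 78 of the 92 every ECPsp-eGFP array lay above every eGFP array (52 of the list are in Table 1, chosen on these samples). These genes vary together (estimated correlation 0.853 in camera), so a chance rate for single genes is no benchmark for the 78. Scaling or brightness of single arrays is argued against, since the shift lay at percentile 100 of matched random lists on the first and on the second arrays. ECPsp-eGFP RNA mixed into eGFP sample 2 stays open: 138 genes scattered around a share of 40.5% by 1.92 times the scatter of 5449 genes alike in ECPsp-eGFP cells and eGFP sample 1, between the bounds set before that result, and a first test (Spearman correlation of the share between arrays, across genes, 0.763) was set aside after its result was seen, because differences between cultures also repeat on both arrays. The median share was 0.317 (quartiles 0.241 and 0.451) for 59 interferon-stimulated genes and 0.474 (quartiles 0.320 and 0.638) for the 79 others. FGF2 (2867 and 2794 in the eGFP samples, 6988 in ECPsp-eGFP cells), PSAT1 and TRIB3 did not move towards ECPsp-eGFP cells in eGFP sample 2. ASNS (14991 and 12759 in the eGFP samples, 5072 and 5276 in the ECPsp-eGFP samples) did, as did SLC7A11 (1944 and 1197, against 906 and 1065). The shares do not decide whether 1 share holds for all genes. Their genes were picked for lying at least 2.5-fold above eGFP sample 1, and that sample also enters each share. A low reading there raises both the fold and the share. The scatter rests on the same genes and lay between its bounds. The single genes named were picked after their values were seen and go both ways, so mixing is not excluded. The plasmid and its transfection cannot be told apart from the signal peptide, since the plasmids, pEGFPC1 and pEGFPN1 with ECPsp, differ in backbone too, each is in 1 group, and the difference between the eGFP samples was 71.8% of that between the groups, so an effect of the signal peptide itself stays open beside these.

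Of 167 probes at the thresholds of the methods and above an intensity of 100, 22 had 2 arrays of one RNA sample more than 8-fold apart, 13.2% against 1.11% of all 15460 probes above 100, 11.9 times the share; the limits of 8-fold and 100 were chosen after the data were seen. The probe of L3HYPDH read -10.7 and -5 on the first arrays of the eGFP samples and 1185 and 1206 on their second arrays, and its other probe had a log2 fold change of 0.11. A change of these genes' transcripts is argued against for L3HYPDH, TDRKH, BAG4, ZNF655 and ARL3, named after their values were seen, the 5 genes with another probe above 100, whose other probes showed 0.0214 of the log2 difference as a median ratio. Faulty spots on single arrays remain the candidate explanation for these 5. For the other 17 probes there was no second probe above 100, so this test cannot decide on a change of the transcript. Among them the probe of EMC9, named after its values were seen, read 8.80 and 6.50 on the first arrays of the ECPsp-eGFP samples. Their second arrays read 208 and 212, against 209 and 265 on the second eGFP arrays, so its fall rests on the first arrays alone. The probe of PLCB4, a gene of Table 1 also among the 17 and named after its values were seen, read 22.9 and 342 in eGFP sample 2. It read 348 and 325 in eGFP sample 1 and 670 to 926 in the ECPsp-eGFP samples. Its fold of 4.44 thus rests in part on 1 low reading. Without such probes 66 Table 1 genes passed the thresholds, against 67 with them.

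ASNS, which makes asparagine, had an intensity of 5174 ± 145 (SD, n = 2) in ECPsp-eGFP cells and 13875 ± 1578 (SD, n = 2) in eGFP cells, a log2 fold change of -1.42 (standard error 0.16, adjusted p = 0.605 from limma), a signal outside the genes the paper discusses. For a list of amino acid response genes written after ASNS, TRIB3, PSAT1 and SLC7A11 had been seen, the 34 other members measured had a median of -0.21, 26 of them negative, at percentile 0 of 10000 matched random lists, which is consistent with a lower amino acid response as a group. Between-array scaling is argued against, as the highest median with quantile normalization or an equal 75th percentile was -0.26. The same members were 0.24 higher in eGFP sample 2 than in eGFP sample 1, as large as the difference between the groups, and ECPsp-eGFP lay at -0.14 relative to eGFP sample 1 and -0.31 relative to eGFP sample 2, so a difference between cultures stays open. ATF3 (0.90) and ATF4 (0.30), transcription factors of the response, had positive log2 fold changes.

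Genes of MHC class I presentation, which the paper does not discuss, had a median log2 fold change of 0.62, with 20 of 20 positive (adjusted p = 5.11e-08 from camera, adjusted p = 0.661 with an estimated correlation), PSMB9 and PSMB10, named after its values were seen, higher and none lower at the thresholds of the methods (10 genes without eGFP sample 2, none with any other sample left out), none when adjusted over the list alone, and a median 0.67 higher in eGFP sample 2 than in eGFP sample 1. At the thresholds of the methods 333 genes were lower in ECPsp-eGFP cells, a direction the paper does not report. But of the 437 lower probes 7 exceeded an intensity of 100 in the brighter group, against 136 of the 455 higher probes. On at least 1 array 265 of the lower and 202 of the higher probes lay at the floor. Most probes called in either direction were dim.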

How the results depend on the processing

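All settings but 1, named below, were chosen before the data were seen. No probe passed an adjusted p under 0.05 in limma with quantile normalization, an equal 75th percentile, single arrays or any sample left out; at an unadjusted p under 0.05 there were 2257. The called probes of L3HYPDH, ARL3 and EMC9, and that of ZNF655 named below, had 2 arrays of one RNA more than 8-fold apart. L3HYPDH was the 1 higher call with log2(value + 50), and with it 1 was lower without the dimmest 25% of probes (ARL3) and without the dimmer 50% (EMC9), where fewer probes were tested. With an intensity trend and robust prior 4 probes were higher (L3HYPDH, FGF2 and both of SAMD9, the 1 interferon-stimulated gene) and 3 lower (ASNS, ARL3, EMC9), and with the 8 arrays as samples, or with the RNA sample as random block, 7 were higher (both of SAMD9, PRDX1, SIX6, SPATA18 and 2 without a symbol) and 2 lower (ASNS, OR10H1), where technical arrays count as samples; these genes were named after their values were seen. Genes higher at the thresholds of the methods, 359, numbered 116 with log2(value + 50), 191 without the dimmest 25% of probes and 142 without the dimmer 50%, and 399 to 801 with a sample left out. Genes lower, 333, numbered 7, 58 and 5 (ACO1, ASNS, EMC9, KCNG1, ZNF655) in these settings, 212 with the trend, and 381 to 689 with a sample left out. The higher genes made up 51.9% of both, 58.4% with quantile normalization, 44.4% with an equal 75th percentile, 94.3% with log2(value + 50), 76.7% and 96.6% without the dimmest 25% and dimmer 50% of probes. Table 1 genes at the thresholds, 67, numbered 18 to 85 with a sample left out. Of the 25 lists 7 were called by camera with its preset correlation and none with an estimated one (smallest adjusted p = 0.661). With the preset, 11 were called without the dimmer 50% of probes, and 4 to 11 with a sample left out; a lone sample is assumed to vary like the other group. The lists of interferon-stimulated genes, MHC class I presentation, nucleic acid sensing and extracellular matrix kept direction and call in all alternatives at the preset correlation. They lost the call with an estimated one, where 2 samples against 2 can hardly give a call. With the replicate number as a block, 0 probes were higher and 0 lower at an adjusted p under 0.05, 362 genes higher and 388 lower at the thresholds, 47 Table 1 genes higher, with 0 interferon-stimulated genes and 7 lists called; nothing states that the numbers pair the samples, and same-numbered samples' deviations correlated at 0.0443 across probes (0.277 across the brighter 50%). Of 60 named genes at an unadjusted p under 0.05, 47, 48, 30 and 34 stayed there without eGFP sample 1, eGFP sample 2, ECPsp-eGFP sample 1 and ECPsp-eGFP sample 2. Of all list medians and gene values compared in the settings chosen before, 1804 kept their sign and their adjusted call or lack of one, though their size could differ (C3 ran from 0.49 to 3.17), 54 turned sign, 26 gained a call, 3 lost one, and 1 moved, the median fold of Table 1 genes, to 4.86 without eGFP sample 2. Without probes whose 2 arrays differ over 8-fold, a setting added after the data were seen, 351 genes were higher and 327 lower. The cause of these changes was not tested except where fewer probes or samples are named.

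Of the medians and single genes, those that turned sign were not called on either side; their log2 values follow by setting. Without the dimmest 25% of probes: JAK/STAT signaling 0.012, signal peptide processing and secretion 0.024, RNase A superfamily -0.22. Without the dimmer 50% of probes: JAK/STAT signaling 0.012, signal peptide processing and secretion 0.054, RNase A superfamily -0.11, myeloid and macrophage markers 0.35, endothelial markers 0.053. With the second arrays only: JAK/STAT signaling 0.044, signal peptide processing and secretion 0.088, eosinophil and mast cell markers 0.059, ribosomal proteins 0.076, heat shock and oxidative stress 0.0060, ANG -0.64. With an equal 75th percentile: TGF-alpha/EGFR signaling -0.023, RNase A superfamily -0.067, angiogenesis and growth factors -0.017. With the first arrays only: signal peptide processing and secretion 0.0045, RNase A superfamily -0.17, airway epithelial genes -0.036, myeloid and macrophage markers 0.070, lymphocyte markers 0.014, eosinophil and mast cell markers 0.0070, KLRB1 0, HM13 0.0045. Without probes whose 2 arrays differ over 8-fold: RNase A superfamily -0.050. With quantile normalization: lymphocyte markers 0.0030. With the mean of a gene's probes: lymphocyte markers 0.042, HM13 0.0066. The lowest to highest values with 1 sample left out: -0.057 to 0.14 for chemokines, -0.030 to 0.050 for TGF-alpha/EGFR signaling, -0.0067 to 0.074 for signal peptide processing and secretion, -0.44 to 0.067 for RNase A superfamily, -0.047 to 0.15 for lymphocyte markers, -0.18 to 0.082 for eosinophil and mast cell markers, -0.18 to 0.082 for endothelial markers, -0.13 to 0.012 for ribosomal proteins, -0.036 to 0.36 for cholesterol synthesis, -0.049 to 0.63 for CXCL1, -0.20 to 0.44 for CXCL2, -0.049 to 1.17 for CCL2, -0.030 to 2.83 for IFNLR1, -0.97 to 0.036 for SPPL3, -0.44 to 5.85 for ANG, -0.20 to 2.31 for ELF3, -0.031 to 1.88 for S100A9, -0.071 to 1.11 for KDR, -0.28 to 1.83 for NQO1, -0.15 to 0.074 for HM13.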

Differences from the paper's values

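The look at the dimmer probe of NEDD9 and at the settings of the 4 genes named at the end was chosen after the results were seen. The paper's fold of ANGPT1 is 4.542, and here it was 1.31; none of the 16 alternatives set before the data were examined that give a value came within 1.5 times of the paper's. The paper's fold of EDN1 is 2.204, and here it was 1.40. Of its 17 alternatives, those without ECPsp-eGFP sample 2 and with the mean of a gene's probes lay within 1.5 times of the paper's value or within the spread, and the other 15 did not. The paper's fold of NEDD9 is 2.529, and here it was 1.00; none of the 17 alternatives reached it, while its other, dimmer probe gave 2.13. The paper counts 93 genes at its thresholds, and here, with limma in place of the paper's error model, 359 passed. Of the 16 alternatives log2(value + 50), with 116, lay within 1.5 times of the paper's count, and quantile normalization, an equal 75th percentile, both filters on dim probes, the intensity trend, both settings with 8 arrays, single arrays, the replicate block, each sample left out and the mean of a gene's probes did not.

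Over all of Table 1, 78 of 88 folds lay within 1.5 times of the paper's and 79 were larger here, with a Spearman correlation of 0.840 across genes, which are not independent replicates. Also beyond 1.5 times were CXCL11 (10.3 against the paper's 5.269), CXCL10 (6.80, 3.827), IFI44L (9.56, 5.627) and RSAD2 (8.22, 5.401). So were XAF1 (5.61, 3.522), HSH2D (5.00, 2.786) and PLCB4 (4.44, 2.204). They are not listed above, as each difference lay within the SD over pairings of an ECPsp-eGFP with an eGFP sample. The paper gives all its Table 1 genes as passing its thresholds. Here 67 of the 88 named genes did, 86 with the 8 arrays as samples, 86 with the RNA sample as random block and 47 with the replicate number as a block. CXCL16, CASP1, IRF7 and OAS3, which the paper names as upregulated, had folds of 2.29, 3.16, 2.66 and 2.07 here with an unadjusted p above 0.05. All 4 passed the thresholds with log2(value + 50), both filters on dim probes, both settings with 8 arrays and without eGFP sample 2, CXCL16 also with the intensity trend and CASP1 with the mean of a gene's probes, and none in the other alternatives.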

Other observations

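The lists and their tests were written before the data were seen, while the counts of list members with a sample left out were added after the results were seen. Genes of the extracellular matrix and of mesenchymal cells, which the paper does not discuss as a group, had a median log2 fold change of 0.32 in ECPsp-eGFP cells, with 30 of 35 positive (adjusted p = 4.26e-06 from limma's camera, adjusted p = 0.661 with an estimated correlation). POSTN, a matrix protein, was higher at the thresholds of the methods and none was lower. Over all settings the log2 fold change of POSTN ran from 0.41 to 1.75. SULF1, a sulfatase of heparan sulfate, had 349 ± 72.8 (SD, n = 2) against 114 ± 83.7 (SD, n = 2), 6.26-fold above eGFP sample 1 and 1.99-fold above eGFP sample 2. The median was 0.33 relative to eGFP sample 1 and 0.33 relative to eGFP sample 2, but these genes also differed between the controls. Their median difference was 0.22 higher in eGFP sample 2 than in eGFP sample 1. Apoptosis and p53 target genes had 18 of 25 positive (median 0.30, adjusted p = 0.00223, adjusted p = 0.661 with an estimated correlation), none at the thresholds. PMAIP1, a proapoptotic BH3-only gene, had a log2 fold change of 0.93 (standard error 0.36), 2.45-fold above eGFP sample 1 and 1.49-fold above eGFP sample 2. Complement and coagulation genes had 18 of 22 positive (median 0.22, adjusted p = 0.0112, adjusted p = 0.661 with an estimated correlation), none at the thresholds; C1S, a complement protease, had 2.10 (standard error 1.15), 12.3-fold above eGFP sample 1 and 1.49-fold above eGFP sample 2. Without eGFP sample 1 the adjusted p was 0.0755 for the p53 targets and 0.0656 for complement, and between the eGFP samples these lists were 0.19 and 0.28 higher in sample 2. Without eGFP sample 2, 6 matrix and 7 complement genes and MDM2, PMAIP1 and CASP1 of the p53 list were higher at the thresholds, BBC3 of the p53 list was lower without eGFP sample 1, and POSTN missed them without ECPsp-eGFP sample 2 (1.32 on the log2 scale). No member of the 3 lists passed when adjusted over the list alone.

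The other lists had no call from camera over all probes and samples, and those named below in single settings are at the preset correlation; with an estimated one no list had a call over all samples (smallest adjusted p = 0.661). The unfolded protein and ER stress response had 29 genes (median 0.15, adjusted p = 0.225, and 0.0470 as the adjusted p without eGFP sample 2), of which ASNS was lower at the thresholds, with each sample left out, and also when adjusted over the list alone. Signal peptide processing and secretion had 23 (median -0.01, adjusted p = 0.409), none at the thresholds; HM13, the signal peptide peptidase, had 446 ± 44.4 (SD, n = 2) against 458 ± 50.6 (SD, n = 2). The RNase A superfamily had 11 (median 0.01, adjusted p = 0.519), with RNASE13 lower at the thresholds at sample means of 15.2 or less, but not without eGFP sample 2 (-0.87 on the log2 scale) or ECPsp-eGFP sample 2 (-0.97), where ANG was higher with 2 arrays of ECPsp-eGFP sample 1 at 50164 and 1. Airway epithelial genes had 25 (median 0.12, adjusted p = 0.293), ribosomal proteins 33 (median -0.05, adjusted p = 0.350), cholesterol synthesis 16 (median 0.21, adjusted p = 0.101) and heat shock and oxidative stress 21 (median -0.09, adjusted p = 0.225), none at the thresholds. Without eGFP sample 2 the adjusted p was 0.00484 for cholesterol synthesis and 0.0207 for heat shock and oxidative stress, and the latter had 0.0355 without the dimmer 50% of probes. Ribosomal proteins had an adjusted p from camera of 0.0112 with the first arrays only and 0.0328 without the dimmer 50% of probes, airway genes 0.0430 with the second arrays only, and cholesterol synthesis 0.0418 with log2(value + 50) and 0.0397 with the intensity trend. With 1 of the samples left out SRP54, MUC1, MUC5B, RPS19, STARD4, NQO1, HSP90B1, CALR and ATF3 were higher and GRHL2 lower at the thresholds, named after their values were seen; SRP54 and RPS19 rest on 2 arrays of one RNA more than 8-fold apart, and NQO1 and GRHL2 lay at the floor on 1 array.

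Markers of other cell types showed no such call: myeloid and macrophage markers, 19 genes (median -0.21, adjusted p = 0.184, and 0.0160 as the adjusted p without the dimmest 25% of probes at the preset correlation, 0.661 over all probes with an estimated one), none at the thresholds; lymphocyte markers, 21 (median -0.07, adjusted p = 0.409), with CD7, KLRB1 and CD3G higher; eosinophil and mast cell markers, 11 (median -0.02, adjusted p = 0.645), with HDC lower, also when adjusted over the list alone, at sample means of 12.4 or less; and endothelial markers, 12 (median -0.14, adjusted p = 0.645), with TIE1 higher at sample means of 13.3 or less. The arrays of CD3G in ECPsp-eGFP sample 2 read 258 and 9.20, and KLRB1 lay at the floor in both eGFP samples. CD3G was named after its values were seen. The dimmer probe of CD3G gave a log2 fold change of -0.63. HDC stayed at the thresholds with each sample left out, but it lay at the floor on 2 ECPsp-eGFP arrays, which sets the size of its difference, and its arrays overlapped between the groups. CD7, KLRB1 and CD3G all missed them without eGFP sample 2, CD7 and KLRB1 also without eGFP sample 1 or ECPsp-eGFP sample 1 and CD3G without ECPsp-eGFP sample 2, and TIE1 missed them without either ECPsp-eGFP sample (1.86 and 1.80 on the log2 scale, with an unadjusted p above 0.05). With a sample left out PRG2, CD68 and S100A9 were higher and CD2, ITGAM, LYZ and FCER1G lower at the thresholds, named after their values were seen. The means differed in sign from the medians for signal peptide processing (0.06), lymphocyte (0.09), eosinophil and mast cell (0.01), endothelial (0.03) and ribosomal genes (0.01), and for the RNase A superfamily (mean 0.17) camera's direction was down.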
